# Delivering Progranulin to Astrocytic Lysosomes Promotes Growth of Co‐Cultured Neurons

**DOI:** 10.1111/jnc.70284

**Published:** 2025-11-03

**Authors:** Azariah K. Kaplelach, Justin A. Hall, Wren O. Nader, Amelia G. Davidson, Margaret D. Ireland, Lara Ianov, Andrew E. Arrant

**Keywords:** astrocyte, frontotemporal dementia, lysosome, progranulin

## Abstract

Progranulin (*GRN*) mutations, most of which cause progranulin haploinsufficiency, are a major genetic cause of frontotemporal dementia (FTD). Restoring progranulin to people with *GRN* mutations is a promising therapeutic strategy and understanding progranulin's mechanism of action may enable the design of optimal progranulin‐based therapies. Progranulin is constitutively secreted and interacts with several receptors, but is also taken up and trafficked to lysosomes where it is necessary for maintaining normal lysosomal function. Progranulin promotes neuronal growth and survival, but it is not clear if these actions are mediated by extracellular signaling or by regulation of lysosomal function. In previous work we showed that progranulin acts in neuronal lysosomes to promote neuronal survival. In this study we investigated the mechanism by which progranulin promotes neuronal growth using lentiviral vectors expressing either progranulin (PGRN) or a non‐secreted, lysosome‐targeted progranulin (L‐PGRN) in rat primary hippocampal neurons and astrocytes. Using lentiviral vectors driven by non‐selective (PGK), neuron‐selective (hSyn), or astrocyte‐selective (GFAP) promoters, we found that delivering L‐PGRN to astrocytes, but not neurons, promoted dendritic outgrowth in primary hippocampal cultures. L‐PGRN–transduced astrocytes grown on transwell inserts also promoted the growth of co‐cultured neurons. RNA sequencing of astrocytes indicated that L‐PGRN downregulated transcriptomic pathways associated with cellular reactivity. Analysis of astrocyte conditioned medium showed that transduction with L‐PGRN reduced the secretion of PAI‐1, a protease inhibitor that inhibits neuronal outgrowth in hippocampal cultures. Collectively, these data indicate that delivering progranulin to astrocytic lysosomes may inhibit the secretion of factors that restrain neuronal outgrowth. Consistent with this hypothesis, depleting astrocytes from hippocampal cultures increased dendritic outgrowth and occluded the pro‐growth effects of L‐PGRN. These data show that under these culture conditions, progranulin secretion is not required to promote dendritic outgrowth. Instead, progranulin increased dendritic outgrowth by a non‐cell autonomous mechanism involving actions in astrocytic lysosomes. These data add to a growing body of evidence that progranulin may act on astrocytes to promote neuronal health.

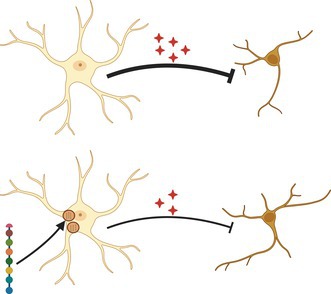

**Abbreviations**
Ara‐C: Cytosine β‐D‐arabinofuranoside
FTD: frontotemporal dementia
GFAP: glial fibrillary acidic protein
L‐PGRN: lysosome‐targeted progranulin
MAP 2: microtubule‐associated protein 2
PAI‐1: plasminogen activator inhibitor‐1
PGRN: progranulin
RRID: research resource identifier

## 1 Introduction

Loss‐of‐function mutations in progranulin (*GRN*) are a major genetic cause of frontotemporal dementia (FTD) (Baker et al. 2006; Cruts et al. 2006), a neurodegenerative disorder characterized by behavioral, cognitive, and/or language impairments (Gorno‐Tempini et al. 2011; Rascovsky et al. 2011). Most of these *GRN* mutations cause progranulin haploinsufficiency (Finch et al. 2009; Meeter et al. 2016). Progranulin‐insufficient mouse models develop FTD‐related pathology and behavioral deficits, implicating progranulin haploinsufficiency as the mechanism by which *GRN* mutations cause FTD (Ahmed et al. 2010; Filiano et al. 2013; Ghoshal et al. 2012; Lui et al. 2016; Nguyen et al. 2018; Smith et al. 2024; Zhang et al. 2020). *GRN* polymorphisms are associated with increased risk for Alzheimer's disease (Bellenguez et al. 2022) and Parkinson's disease (Nalls et al. 2019), and may also influence cognitive aging (Rhinn and Abeliovich 2017; Tesi et al. 2024). A common *GRN* polymorphism associated with risk for AD and FTD modestly reduces progranulin levels (Nicholson et al. 2014; Rademakers et al. 2008), indicating that even mild reduction of progranulin may increase risk for neurodegenerative disease. Collectively, these data indicate that progranulin exerts important protective effects in the aging brain.

Progranulin exerts anti‐inflammatory (Martens et al. 2012; Yin et al. 2010) and neurotrophic (Gass et al. 2012; Van Damme et al. 2008) effects that may be protective in the aging brain. Loss of these effects may explain the relationship of low progranulin levels and neurodegenerative disease. Progranulin‐boosting therapies are therefore in development to restore progranulin to people with *GRN* mutations and have generated promising results in preclinical studies (Arrant et al. 2017, 2018; Kurnellas et al. 2023; Logan et al. 2021; Reich et al. 2024; Rosenthal et al. 2024; Sevigny et al. 2024; Tesla et al. 2024). Understanding the mechanism of progranulin's protective effects in the brain could enable optimization of these promising therapies.

Progranulin's protective effects may be mediated by several mechanisms. Progranulin localizes to lysosomes and is necessary for maintaining lysosomal function, as people with mutations on both *GRN* alleles develop a lysosomal storage disorder, neuronal ceroid lipofuscinosis (Huin et al. 2019; Smith et al. 2012). Progranulin stimulates the activity of multiple lysosomal enzymes, including the protease cathepsin D and several sphingolipid‐metabolizing enzymes (Arrant et al. 2019; Beel et al. 2017; Boland et al. 2022; Jian et al. 2016; Logan et al. 2021; Valdez et al. 2017, 2020; Zhou et al. 2017, 2019). However, progranulin is constitutively secreted before trafficking to lysosomes, and may interact with several signaling receptors (Altmann, Vasic, et al. 2016; Chen et al. 2013; Etemadi et al. 2013; Neill et al. 2016; Tang et al. 2011).

There is evidence that progranulin may act either in lysosomes or through extracellular signaling to restrain inflammation and promote neuronal growth and survival. Microglia and macrophages from *Grn* ^*−/−*^ mice have a reactive phenotype that may be driven by lysosomal dysregulation (Gotzl et al. 2018; Lui et al. 2016; Tanaka et al. 2014; Wu et al. 2021; Zhang et al. 2020). *Grn* ^*−/−*^ neurons have impaired autophagy/lysosomal function that may increase their susceptibility to injury (Altmann, Hardt, et al. 2016; Beel et al. 2017). However, delivering excess progranulin to wild‐type neurons enhances neuronal growth, promotes recovery from injury, and protects against neuronal death (Altmann, Hardt, et al. 2016; Altmann, Vasic, et al. 2016; Gao et al. 2010; Gass et al. 2012; Guo et al. 2010; Van Damme et al. 2008; Xu et al. 2011), perhaps by activating pro‐survival signaling cascades via extracellular signaling (Altmann, Vasic, et al. 2016; Gao et al. 2010; Xu et al. 2011).

Using a molecular targeting strategy based on the lysosomal membrane protein LAMP‐1 (Mikulka et al. 2020), we previously generated lentiviral vectors expressing lysosome‐targeted progranulin (L‐PGRN) to investigate progranulin's mechanism of action (Davis et al. 2021). L‐PGRN comprises progranulin fused to the transmembrane domain and cytosolic tail of LAMP‐1, resulting in the delivery of progranulin to lysosomes without secretion. Using L‐PGRN in lentiviral vectors with either non‐specific or neuron‐specific promoters, we showed that progranulin acts in neuronal lysosomes to protect against excitotoxic cell death (Davis et al. 2021). In this study, we used a similar strategy to investigate the mechanism underlying another well‐documented neurotrophic effect of progranulin, stimulation of neuronal growth (Gao et al. 2010; Gass et al. 2012; Hyung et al. 2019; Van Damme et al. 2008).

## 2 Methods

### 2.1 Animals

Pregnant female Sprague–Dawley rats (E16–17 upon arrival) were obtained from Charles River Laboratories (strain code #001). Rats were housed for 2–3 days with free access to food (Envigo Cat. #7917) and water in a facility accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International before euthanizing to collect embryos for primary cultures at E19. Rats were euthanized by anesthetizing with isoflurane (5% by inhalation), followed by decapitation. Embryos were quickly removed and immediately decapitated to obtain brains for primary culture as described below. This procedure was approved by the University of Alabama at Birmingham Institutional Animal Care and Use Committee (Protocol #22553).

### 2.2 Primary Hippocampal Cultures

Each independent culture was obtained from a single rat, with all embryos from that rat pooled to obtain a single batch of cells. Thus, each independent culture reported in the figure legends represents one dam. The number of embryos varied per dam, but typically ranged from 6 to 12 embryos per dam to obtain a single culture. Brains were removed from E19 embryos and placed in ice‐cold Hibernate E medium (Thermo Fisher, Cat. # A1247601). Hippocampi were dissected and digested with 20 units of papain (Worthington Biochemical Corporation, Cat. # LK003176) before dissociation by triturating with a 1 mL pipette tip. Cells were then diluted with Trypan Blue (Thermo Fisher), counted on a hemocytometer, and seeded onto 12 mm No. 1.5 glass coverslips at a density of 10 000 cells/coverslip. For confirmation of progranulin expression by immunoblot, cells were seeded into 24‐well plates (Corning) at a density of 250 000 cells/well. Both coverslips and plates were coated with poly‐D‐lysine (MilliporeSigma Cat. #P6407) before use at 0.67 mg/mL for coverslips and 0.1 mg/mL for plates.

Cells were initially plated in Neurobasal A medium (Thermo Fisher, Cat. # 10888022) with B27 supplement (Thermo Fisher, Cat. # 17504044), 2 mM L‐glutamine (Thermo Fisher), and 10% fetal bovine serum (FBS, Biotechne, Cat. #S11550). After 2 h, cultures were subjected to two 50% media changes using the same medium without FBS, resulting in a final serum concentration of approximately 2.5%. Preliminary experiments with recombinant progranulin (R&D Systems Cat. #2420‐PG) incorporated recombinant progranulin into this media change at 10 ng/mL, and in a second 50% media change on DIV2. Lentiviral transduction was also incorporated into the initial media change as previously described (Davis et al. 2021). Treatments were assigned to wells in a recurring pattern such that treatment groups were evenly distributed across the rows and columns of the plates. Cultures were maintained at 37°C with 5% CO_2_.

### 2.3 Primary Astrocyte Cultures

Primary astrocytes were cultured using a method designed to produce in vivo‐like astrocytes (Wolfes et al. 2017; Wolfes and Dean 2018). Hippocampi from E19 embryos were isolated as described above, then digested with 0.1% trypsin (Thermo Fisher) and 0.5 mg/mL DNase I (MilliporeSigma) and triturated with a fire‐polished glass pipette. The resulting cells were filtered through a 70 μm cell strainer then cultured in T75 flasks (Corning) in DMEM (Corning) with 10% FBS (Biotechne) and 1% penicillin/streptomycin (Thermo Fisher). After 7 days, flasks were placed on a 240 rpm orbital shaker at 37°C for 6 h, washed with PBS, and passaged to either transwell inserts, 24‐well plates, or 12 mm glass coverslips that were pre‐coated with poly‐D‐lysine as described above. Astrocytes were seeded in all conditions at 5000 cells/well, and were cultured in Neurobasal medium (Thermo Fisher) with B27 supplement (Thermo Fisher), 2 mM L‐glutamine (Thermo Fisher), 1% penicillin/streptomycin (Thermo Fisher), and 5 ng/mL heparin‐binding EGF‐like growth factor (HBEGF, MilliporeSigma, Cat. #E4643). Lentiviral transduction was performed as described above.

### 2.4 Lentiviral Vectors

Generation of the PGK (RRIDs: Addgene_234872 and Addgene_234873) and hSyn (RRIDs: Addgene_234875, Addgene_234876, and Addgene_234877) lentiviral vectors used in this study is described in a previous publication (Davis et al. 2021). The PGK lentiviral vectors were derived from pRRLSIN.cPPT.PGK‐GFP.WPRE (RRID: Addgene_12252, a gift from Didier Trono), which served as the control GFP vector for these studies. GFAP lentiviral vectors were generated by removing the hSyn promoter from our hSyn lentiviral vectors by digestion with PacI and XhoI (New England Biolabs), and replacing it with the GFAP promoter. The GFAP promoter was amplified from the vector pAAV‐GFAP‐EGFP (RRID: Addgene_50473, a gift from Bryan Roth) using the following primers: for generating GFAP‐IRES‐GFP, F:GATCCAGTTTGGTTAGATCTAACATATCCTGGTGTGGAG, R:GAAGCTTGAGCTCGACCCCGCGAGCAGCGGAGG; for generating GFAP‐PGRN‐IRES‐GFP and GFAP‐L‐PGRN‐IRES‐GFP, F:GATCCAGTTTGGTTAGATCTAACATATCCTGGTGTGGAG, R:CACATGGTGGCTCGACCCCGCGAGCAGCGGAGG. The resulting amplicons were cloned into the cut hSyn vectors using In‐Fusion HD (Takara Bio, Cat. #639650). The GFAP‐LGFP vector was generated by restriction digest of the control GFAP vector with BstBI and BamHI (New England Biolabs) and insertion of an L‐GFP amplicon generated from a PGK L‐GFP vector (RRID:Addgene_234874) with the following primers: F:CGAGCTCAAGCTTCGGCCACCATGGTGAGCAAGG, R: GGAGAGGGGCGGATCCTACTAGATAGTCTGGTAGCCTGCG using In‐Fusion HD (Takara Bio).

All lentiviral vectors were packaged as previously described (Davis et al. 2021) by co‐transfecting HEK 293T cells (ATCC #CRL‐3216) with the desired transfer vector and the packaging vectors pMD2.G (RRID:Addgene_12259, a gift from Didier Trono) and psPAX2 (RRID:Addgene_12260, a gift from Didier Trono). Lentiviral vectors were concentrated by ultracentrifugation before titers were determined by qPCR using the Lenti‐X qRT‐PCR titration kit (Takara Bio, Cat. #639650).

### 2.5 Immunostaining

Cultures grown on glass coverslips were fixed in 4% paraformaldehyde (MilliporeSigma) with 4% sucrose (Fisher Scientific) for 30 min at room temperature before immunostaining. After blocking for 1 h, the coverslips were incubated overnight with primary antibody. The following primary antibodies were used for immunostaining: MAP2 (Thermo Fisher # PA1‐10005, RRID:AB_1076848), progranulin (R&D systems #AF2420, RRID:AB_2114489), GFAP (Agilent # Z0334, RRID:AB_10013382), S100β (Abcam #ab52642, RRID:AB_882426), HA tag (Cell Signaling Technologies #3724, RRID:AB_1549585), and Cathepsin D (R&D Systems #AF1029, RRID:AB_2087094). Blocking/antibody solutions were 5% normal goat serum, 5% donor horse serum, 1% bovine serum albumin, and 0.5% saponin for MAP2, and 3% bovine serum albumin with 0.5% saponin for all other antibodies. The following day, coverslips were incubated with species‐matched secondary antibodies conjugated to AlexaFluor 488 or 594 (Thermo Fisher or Jackson Immunoresearch), then mounted onto slides using Prolong Gold mounting medium with DAPI (Thermo Fisher).

### 2.6 Analysis of Neuronal Morphology

All neurons were imaged and analyzed by investigators blinded to the treatment group. Primary hippocampal cultures immunostained for MAP2 were imaged on an EVOS M5000 imaging system (Thermo Fisher). Four 20X z‐stacks were collected per coverslip. Maximum‐intensity projections of these z‐stacks were generated by EVOS imaging software and then analyzed with the SNT plug‐in on ImageJ (Arshadi et al. 2021). Neurons were manually traced using the following guidelines. First, the entire neuron was visible in the field of view and had no or minimal overlap with dendrites from other neurons. Second, the neuron appeared healthy and had no abnormalities such as blebbing or broken dendrites. Third, all neurons within each field of view that met these criteria were traced. Data were unblinded only after imaging and analysis were complete.

### 2.7 Immunoblotting

Cells were lysed with Ripa buffer and total protein content was determined by BCA Assay (Thermo Fisher) before diluting to a uniform protein concentration in Laemmli buffer. Samples were then loaded onto 10% tris‐glycine gels (Bio‐Rad) for SDS‐PAGE prior to transferring to low‐fluorescence PVDF membranes (Thermo Fisher). After blocking with protein‐free blocking buffer (Thermo Fisher), blots were incubated overnight in primary antibody. Primary antibodies included progranulin (MilliporeSigma #HPA008763, RRID:AB_1850339), LC3 (Cell Signaling Technologies #12741, RRID: AB_2617131), and Gapdh (MilliporeSigma #MAB374, RRID:AB_2107445). The following day, blots were incubated in species‐matched secondary antibodies (Li‐Cor Biosciences) and scanned on an Odyssey scanner (Li‐Cor Biosciences). When necessary, blots were quantified using ImageStudio Lite software (Li‐Cor Biosciences).

### 2.8 Analysis of Cell Proliferation

Astrocytes were incubated for 24 h with 10 mM BrDU (Thermo Fisher), then fixed with 4% paraformaldehyde (MilliporeSigma) and 4% sucrose (Fisher Scientific) in PBS. The cells were permeabilized in PBS with 0.5% Triton X‐100 (Fisher Scientific) for 15 min, then subjected to successive 10 min incubations in 1N HCl (Fisher Scientific), 2N HCl, and citrate/phosphate buffer (pH 7.4) before immunostaining. Cells were immunostained for BrDU (Thermo Fisher # MA3‐071, RRID:AB_10986341) as described above, but with the following modifications. The blocking/antibody solution was 3% bovine serum albumin (Fisher Scientific) with 0.5% Triton X‐100, and cells were stained with 0.1 mg/mL DAPI to obtain strong nuclear labeling before mounting onto slides with Prolong Gold mounting medium without DAPI (Thermo Fisher).

### 2.9 β‐Hexosaminidase Activity

β‐hexosaminidase activity was determined as previously described (Arrant et al. 2019) using the fluorogenic substrate 4‐methylumbelliferyl‐2‐acetamido‐2‐deoxy‐β‐D‐glucopyranoside (MilliporeSigma, Cat. #69585). Cell lysates or conditioned media were incubated with substrate in sodium citrate buffer, pH 4.2 for 1 h at 37°C. Reactions were stopped by addition of 0.2 M glycine, 0.2 M sodium carbonate (Wendeler and Sandhoff 2009). Fluorescence was read at 360 nm excitation/440 nm emission using a Biotek Synergy LX plate reader, and activity was quantified using a standard curve of 4‐methylumbelliferone run on each plate.

### 2.10 Cytokine Array

Conditioned media from astrocyte/neuron co‐cultures was analyzed using Proteome Profiler Rat XL Cytokine Arrays (R&D Systems, Cat. #ARY030) according to the manufacturer's instructions. Chemiluminescent signal was imaged on a Bio‐Rad Chemi‐Doc imaging system, and optical density of array signal was quantified with ImageJ software (Schindelin et al. 2012).

### 2.11 ELISA

Astrocyte conditioned media was analyzed using a Rat PAI‐1 ELISA kit (Abcam Cat. # ab201283) and a Human Progranulin Duoset ELISA kit (R&D Systems Cat. #DY2420) according to the manufacturers' instructions. Human progranulin ELISA plates were developed using 1‐step Ultra TMB‐ELISA substrate (ThermoFisher). ELISA plates were read at 450 nm on a Biotek Synergy LX plate reader and quantified based on standard curves run on each plate using Biotek Gen5 software.

### 2.12 RNA Sequencing

Bulk RNA sequencing was conducted on four independent cultures of primary astrocytes, with paired samples from each culture treated with lenti‐PGK‐GFP or lenti‐PGK‐L‐PGRN. RNA was isolated from each culture using a Qiagen RNeasy mini kit, then sequenced at the UAB Heflin Center for Genomic Sciences Core Laboratory. mRNA was processed for poly‐A selection before libraries were prepared using the NEB Next Ultra II Directional kit (New England Biolabs), according to the manufacturer's instructions. Samples were then analyzed by paired‐end sequencing using an Illumina NovaSeq 6000 (~46.5 M reads/sample).

### 2.13 Analysis of RNA Sequencing

FASTQ files were analyzed at UAB's Biological Data Science Core (RRID:SCR_021766) using the nf‐core/rnaseq pipeline, v.3.1.0 (Ewels et al. 2020). After assessing read quality, trimming, and read contamination removal with BBSplit (v 39.01), files were aligned to the rn7 genome (v107) using STAR (v 2.7.9a) and the reads were quantified with Salmon (v 1.9.0) with the following parameters enabled: ‘‐‐seqBias ‐‐gcBias’. Downstream analysis was performed in R (v 4.3.0) in a Singularity container. Specifically, the quantified counts were imported with tximport (v 1.28.0) and differential gene expression was assessed using limma‐voom (v 3.56.2). Criteria for differential expression were a log2 fold change of ±0.5 relative to control and an FDR‐adjusted *p* value < 0.05.

Gene set enrichment analysis (GSEA) (Subramanian et al. 2005) was conducted on all detected transcripts, ranked by fold change, using terms from the mouse molecular signatures (Liberzon et al. 2015) database. GSEA was conducted using clusterProfiler (Yu et al. 2012), with *p* values adjusted for false discovery rate by the Benjamini‐Hochberg method. The criterion for statistical significance was an FDR‐corrected *p* value < 0.05.

We also qualitatively assessed counts of cell‐type–specific genes from primary astrocyte cultures as an indicator of potential contamination by other cell types. We compared counts of the following well‐validated cellular markers: astrocytes (*Aldoc*, *Aqp4*, *Gfap*, *Gja1*, *S100b*, *Slc1a3*), microglia (*Aif1*, *C1qa*, *Cx3cr1*, *Itgam*, *Tmem119*), neurons (*Map2*, *Rbfox3*, *Syn1*, *Tubb3*), oligodendrocyte precursors (*Cspg4*, *Pdgfra*), oligodendrocytes (*Foxo4*, *Olig2*, *Plp1*).

### 2.14 Statistics

Prior to analysis, all data were tested for normality using the Shapiro–Wilk test and for equal variance using the Brown‐Forsythe test and Bartlett's test in GraphPad Prism 10. Data with non‐normal distribution and/or unequal variance between groups were log transformed before further analysis. Due to the inherent variability of neuronal growth within cultures, no outlier tests were performed and no neurons were excluded from statistical analysis. All analyses calculated two‐tailed *p* values with significance set at *p* < 0.05.

For all experiments, independent cultures were defined as biological replicates. Most experiments included multiple observations per culture (either analysis of several technical replicates or tracing of many individual neurons), so data were blocked by culture for statistical analysis. MAP2+ dendritic length was analyzed by restricted maximum likelihood linear mixed effects model (REML), with lentivirus or progranulin dose as a fixed effect and culture as a random effect, using the lme4 package in R (Bates et al. 2015). For data with a significant main effect of lentivirus, pair‐wise comparison of treatment groups versus the control vector was performed using the lmertest package in R with single‐step correction for multiple comparisons (Kuznetsova et al. 2017). For Ara‐C–treated cultures, MAP2+ dendritic length and counts of MAP2+ and GFAP+ cells were analyzed by REML with lentivirus and Ara‐C as fixed effects and culture as a random effect. For data with significant main effects and interactions, pair‐wise comparisons were performed with Tukey's post hoc test using the multcomp package in R (Hothorn et al. 2008).

All graphs of MAP2+ dendritic length depict the total dendritic length per neuron. Violin/box plots show the distribution for all neurons analyzed under each condition. On box plots, the upper and lower borders represent the 75th and 25th percentiles of the distribution, respectively, and the line in the middle of the box represents the median. Dot plots represent the median dendritic length of each independent culture (Lord et al. 2020).

LC3‐II and β‐hexosaminidase activity were normalized to control vectors and analyzed by nested ANOVA or nested *t*‐test. Data from human progranulin and PAI‐1 ELISA were analyzed by ANOVA or paired *t*‐test of average values from each independent culture. Progranulin immunoblots and immunofluorescence in Ara‐C–treated cultures were analyzed by paired *t* test or repeated‐measures ANOVA of the average levels from each culture. Data with significant main effects were analyzed for pairwise comparisons using post hoc tests as described in the figure legends. ANOVA and *t* tests were conducted with GraphPad Prism 10.

## 3 Results

### 3.1 Replicating Progranulin's Pro‐Growth Effect

Progranulin stimulates growth of cultured neurons under a variety of conditions (De Muynck et al. 2013; Gao et al. 2010; Gass et al. 2012; Hyung et al. 2019; Van Damme et al. 2008), so we initially tested culture conditions and analysis protocols that would allow us to detect this effect. We found that maintaining low‐density primary hippocampal cultures for 4 days, with the addition of recombinant progranulin to culture media after plating and on Day 2, resulted in increased total dendritic outgrowth of progranulin‐treated neurons versus vehicle‐treated controls (Figure 1). Despite the increase in total dendritic length, we did not observe significant changes in either dendritic branching (Figure S1a) or the number of primary dendrites (Figure S1b).

**FIGURE 1:**
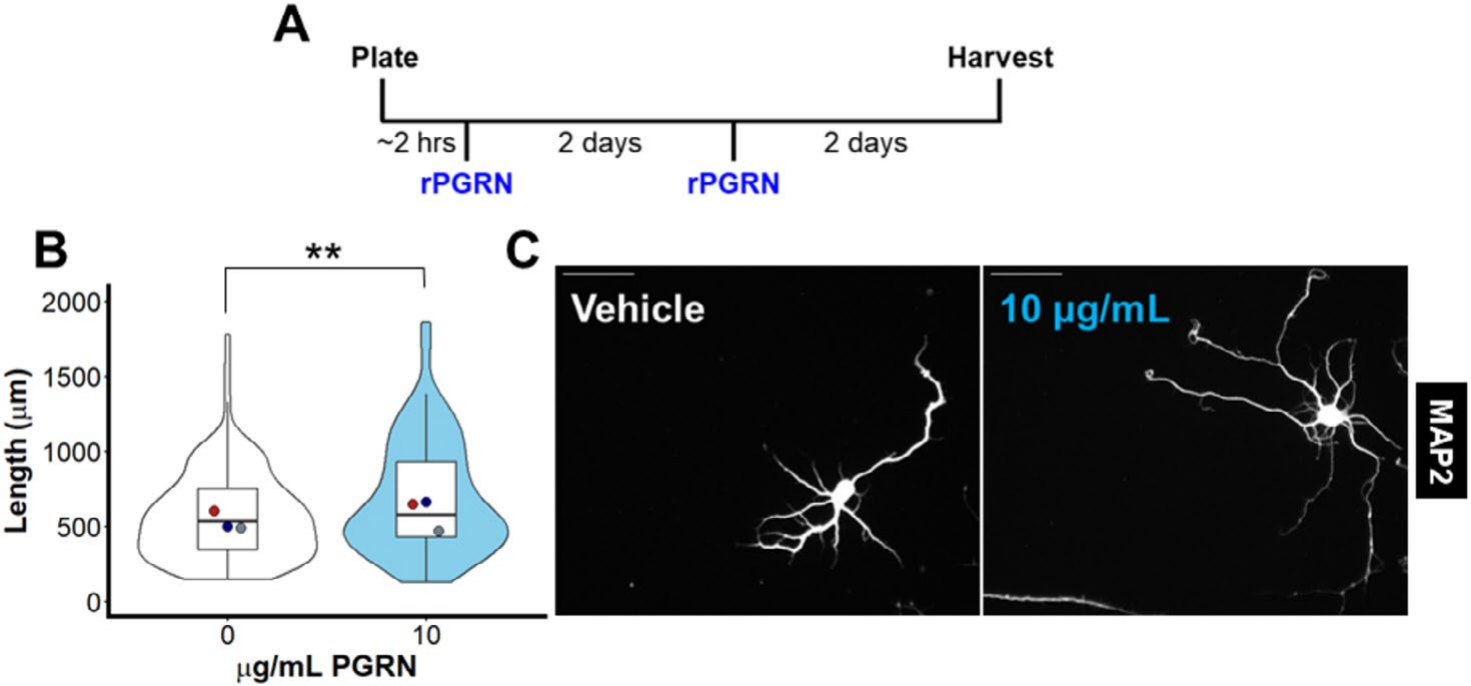
Recombinant progranulin stimulates dendritic outgrowth in primary hippocampal cultures. (A) Primary hippocampal cultures were plated onto coverslips, then subjected to media changes resulting in a final concentration of 0 or 10 μg/mL recombinant human progranulin. Cultures were maintained for a total of 4 days with progranulin levels replenished in a second media change to achieve final concentrations of 0 or 10 μg/mL recombinant human progranulin. (B) Neurons treated with recombinant progranulin had greater total dendritic length after 4 days in culture than neurons not treated with recombinant progranulin (linear mixed effects model, *t*_(217)_ = 2.619, *p* = 0.00945, *n* = 105–116 neurons per group from three independent cultures). Violin and box plots represent the distribution of total dendritic length for all neurons analyzed, and dots represent the median length of all neurons from each culture. Representative images of MAP2 immunostaining are shown in (C) with 50 μm scale bars.

### 3.2 Delivering Progranulin to Lysosomes Promotes Dendritic Outgrowth

Using this culture paradigm, we next tested the effects of lentiviral vectors expressing progranulin (PGRN) or L‐PGRN on dendritic outgrowth. These vectors utilized the PGK promoter, which expressed in neurons and astrocytes, the two primary cell types found in our cultures (Figure 2b). Lenti‐PGK‐PGRN increased dendritic outgrowth (Figure 2d), consistent with prior reports on virally expressed progranulin in primary neurons (Gass et al. 2012). Lenti‐PGK‐L‐PGRN also increased dendritic outgrowth, indicating that progranulin secretion is not necessary for this effect and that progranulin's actions in lysosomes promote dendritic outgrowth.

**FIGURE 2:**
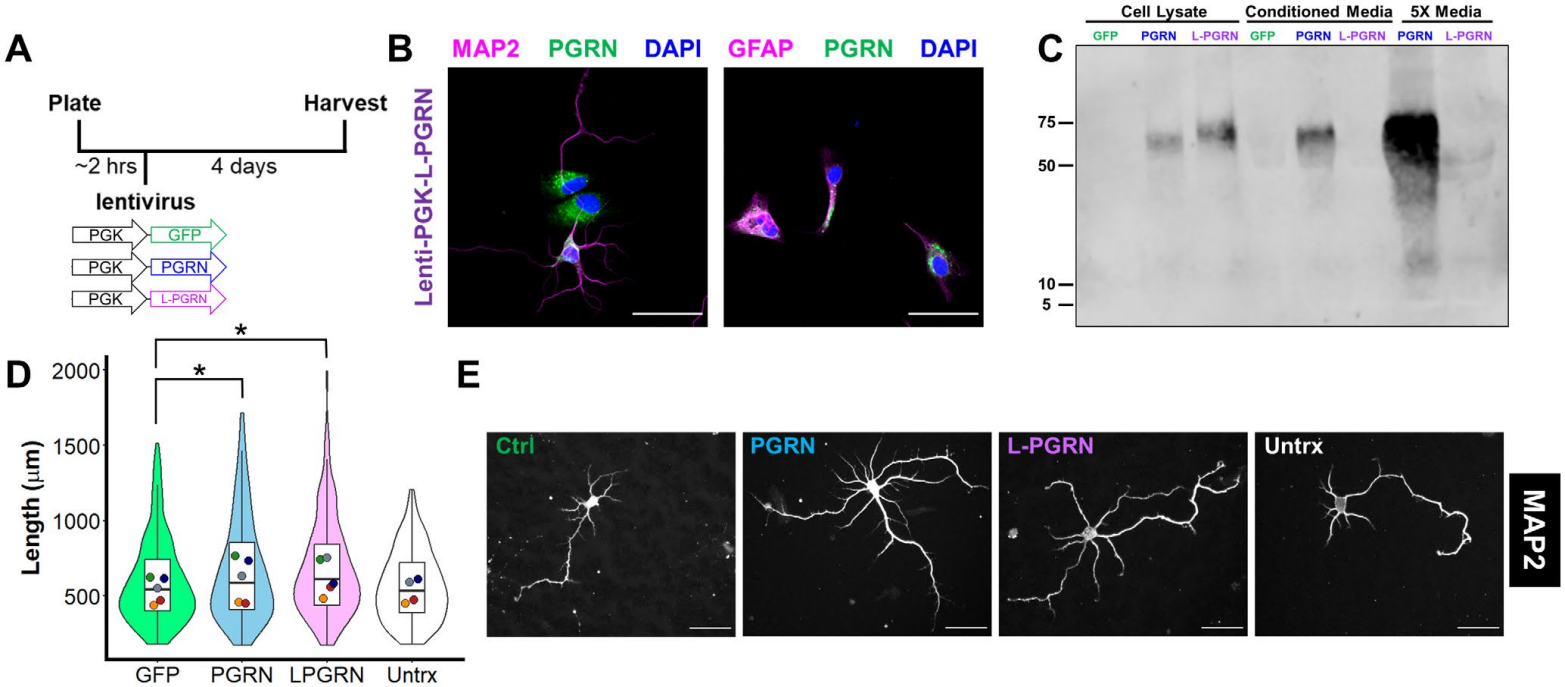
Delivering progranulin to lysosomes stimulates dendritic outgrowth. (A) Primary hippocampal cultures were plated onto coverslips, then transduced with lentiviral vectors expressing GFP, progranulin (PGRN) or lysosome‐targeted progranulin (L‐PGRN) under the human PGK promoter. Cultures were maintained for 4 days before fixing and immunostaining. (B) The lenti‐PGK vectors transduced both neurons (MAP2+) and astrocytes (GFAP+), which were the two primary cell types observed in these cultures. (C) Virally expressed PGRN was secreted, while L‐PGRN exhibited no detectable secretion, even in media concentrated 5× using a centrifugal filter. (D, E) Both PGRN (linear mixed effects model, main effect of lentivirus, *F*_(3,556)_ = 3.2966, *p* = 0.02024, PGRN versus GFP, *p* = 0.0404) and L‐PGRN (linear mixed effects model, *p* = 0.0119) stimulated dendritic outgrowth compared to GFP, while untransduced neurons exhibited comparable growth to those transduced with lenti‐GFP (linear mixed effects model, *p* = 0.9745). *n* = 124–159 neurons per group from 4 to 5 independent cultures (one culture did not include untransduced neurons). Violin and box plots represent the distribution of total dendritic length for all neurons analyzed, and dots represent the median length of all neurons from each culture. Scale bars in B and E represent 50 μm.

Similar to results with recombinant progranulin, we observed no effect of PGRN or L‐PGRN on dendritic branching or the number of primary dendrites (Figure S1c,d). Thus in further analyses, we focused on increases in total dendritic length, which is a well‐documented effect of progranulin on cultured neurons.

### 3.3 Delivering Progranulin to Neuronal Lysosomes Does Not Promote Dendritic Outgrowth

Based on our prior work (Davis et al. 2021), we hypothesized that progranulin's stimulation of dendritic outgrowth was mediated by a direct effect on neurons. We tested this hypothesis by transducing cultures with lentiviral vectors using the neuron‐specific hSyn promoter. We initially tested a viral dose of the hSyn vectors at which lenti‐hSyn‐PGRN produced similar levels of progranulin as lenti‐PGK‐PGRN (Figure S2). Neither lenti‐hSyn‐PGRN nor lenti‐L‐PGRN stimulated neuronal outgrowth at this dose (Figure 3d). We then treated cultures using hSyn vectors at the same viral dose as the PGK vectors, which resulted in higher levels of progranulin than produced by the PGK vectors (Figure S1). At this dose, lenti‐hSyn‐PGRN modestly stimulated dendritic outgrowth (Figure 2f), but lenti‐hSyn‐L‐PGRN again had no detectable effect.

**FIGURE 3:**
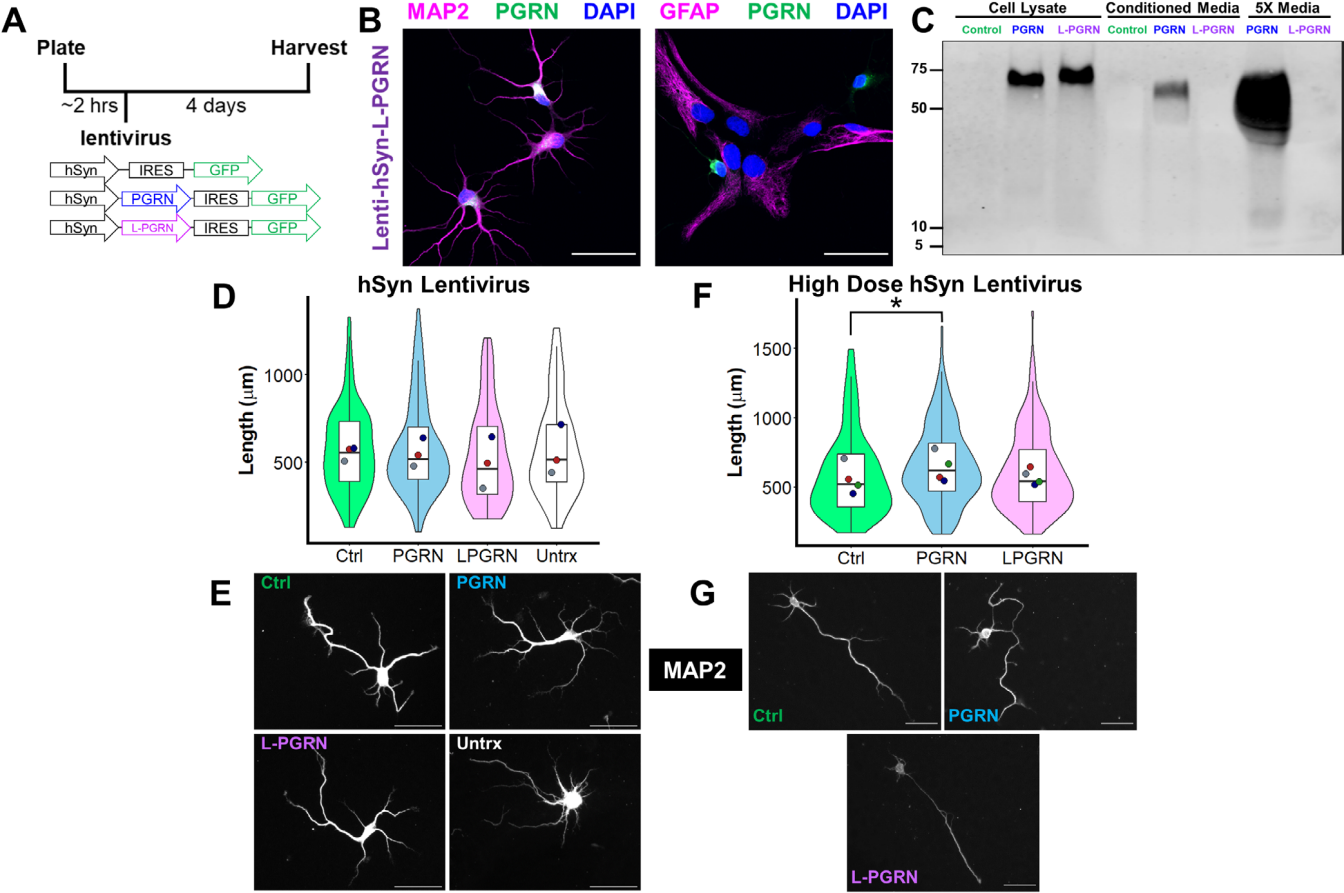
Delivering progranulin to neuronal lysosomes does not stimulate dendritic outgrowth. (A) Primary hippocampal cultures were plated onto coverslips and transduced with hSyn‐IRES‐GFP vectors, with an empty IRES‐GFP vector serving as a control for the PGRN‐IRES‐GFP and L‐PGRN‐IRES‐GFP vectors. Cultures were maintained for 4 days before fixing and immunostaining. (B) The lenti‐hSyn vectors selectively transduced neurons (MAP2+ cells). (C) Virally expressed PGRN was secreted, while L‐PGRN exhibited no detectable secretion, even in media concentrated 5× using a centrifugal filter. (D, E) When administered at a viral dose that gave equivalent levels of PGRN as the lenti‐PGK vector, neither PGRN nor L‐PGRN (linear mixed effects model, main effect of lentivirus, *F*_(3,328)_ = 1.5083, *p* = 0.2122) stimulated dendritic outgrowth compared to GFP. *n* = 76–89 neurons per group from 3 independent cultures. (F, G) When administered at a dose of equivalent viral copies, which produced higher levels of PGRN than the lenti‐PGK vector, PGRN stimulated dendritic outgrowth compared to GFP (linear mixed effects model, main effect of lentivirus, *F*_(2,606)_ = 3.3301, *p* = 0.03644, PGRN vs. Ctrl, *p* = 0.0113), while L‐PGRN did not (linear mixed effects model, *p* = 0.3766). *n* = 202–207 neurons per group from 4 independent cultures. Violin and box plots represent the distribution of total dendritic length for all neurons analyzed, and dots represent median length of all neurons from each culture. Scale bars in B, E, and G represent 50 μm.

In summary, non‐specific delivery of progranulin to lysosomes of primary hippocampal cultures promoted dendritic outgrowth, but specific delivery of progranulin to neuronal lysosomes did not. Furthermore, specific expression of progranulin in neurons only promoted dendritic outgrowth when administered at a dose that produced high levels of progranulin in the culture medium (Figure S2). We thus hypothesized that progranulin may promote dendritic outgrowth through a non‐cell autonomous mechanism.

### 3.4 Delivering Progranulin to Astrocytic Lysosomes Promotes Dendritic Outgrowth

To test this hypothesis, we generated lentiviral vectors expressing PGRN or L‐PGRN under the GFAP promoter, enabling specific expression of progranulin in astrocytes (Figure 4b). Similar to neurons, astrocytes did not secrete L‐PGRN (Figure 4c). We administered these lenti‐GFAP vectors to our cultures at a dose at which lenti‐GFAP‐PGRN produced similar progranulin levels as lenti‐PGK‐PGRN (Figure S2), and found that both lenti‐GFAP‐PGRN and lenti‐GFAP‐L‐PGRN promoted dendritic outgrowth (Figure 4d). A lysosome‐targeted GFP (L‐GFP) vector failed to reproduce these effects, indicating that L‐PGRN's effects are likely due to lysosomal delivery of progranulin rather than nonspecific effects of delivering excess protein to astrocytic lysosomes (Figure S3e). These results led us to hypothesize that progranulin promotes dendritic outgrowth through actions in astrocytic lysosomes.

**FIGURE 4:**
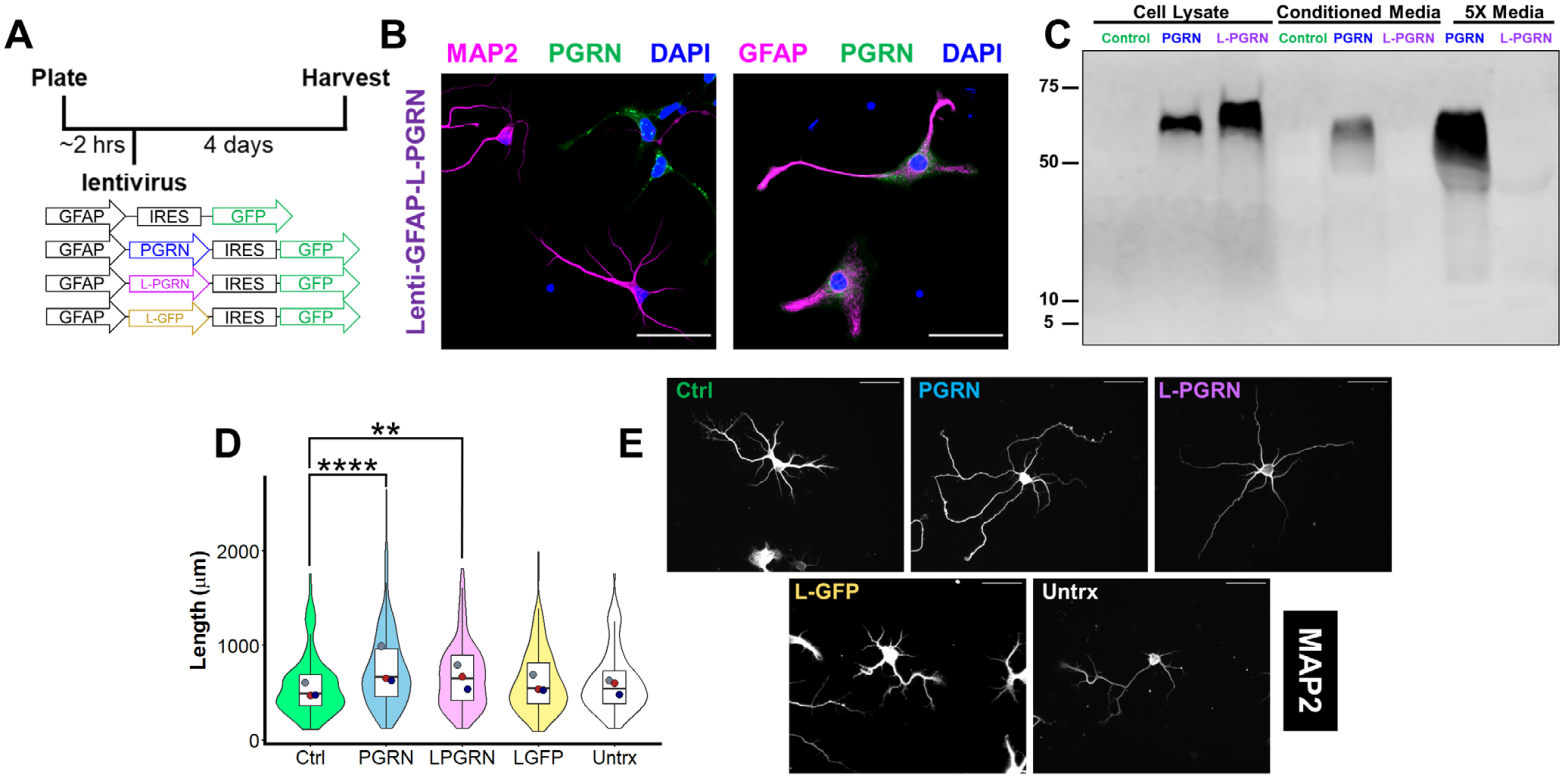
Delivering progranulin to astrocytic lysosomes stimulates dendritic outgrowth. (A) Primary hippocampal cultures were plated onto coverslips and transduced with GFAP‐IRES‐GFP vectors, with the empty vector serving as a control for the PGRN‐IRES‐GFP and L‐PGRN‐IRES‐GFP vectors. Cultures were maintained for 4 days before fixing and immunostaining. (B) Lenti‐GFAP vectors selectively transduced astrocytes (GFAP+ cells). (C) Virally expressed PGRN was secreted, while L‐PGRN exhibited no detectable secretion, even in media concentrated 5× using a centrifugal filter. (D, E) Both PGRN (linear mixed effects model, main effect of lentivirus, *F*_(4,801)_ = 5.4101, *p* = 0.0002662, PGRN vs. Ctrl, *p* < 0.0001) and L‐PGRN (linear mixed effects model, L‐PGRN vs. Ctrl, *p* = 0.00155) stimulated dendritic outgrowth compared to the control vector, while untransduced neurons did not have significantly different growth from those transduced with lenti‐IRES‐GFP (linear mixed effects model, *p* = 0.1539). As an additional control, this experiment included neurons transduced with lysosome‐targeted GFP (L‐GFP), which also did not stimulate growth relative to the control vector (linear mixed effects model, *p* = 0.1443). *n* = 139–193 neurons per group from 3 independent cultures. Violin and box plots represent the distribution of total dendritic length for all neurons analyzed, and dots represent the median length of all neurons from each culture. Scale bars in B and E represent 50 μm.

### 3.5 Increased Dendritic Outgrowth in Neurons Co‐Cultured With L‐PGRN–Transduced Astrocytes

To test this next hypothesis, we adopted a culture strategy that produces mature astrocytes with in vivo‐like transcriptional profiles (Figure 5a) (Wolfes et al. 2017; Wolfes and Dean 2018). Preliminary experiments confirmed that these astrocytes did not secrete L‐PGRN (Figure 5c,d). Furthermore, L‐PGRN was delivered to astrocytic lysosomes (Figure 5e), as we previously observed in neurons (Davis et al. 2021).

**FIGURE 5:**
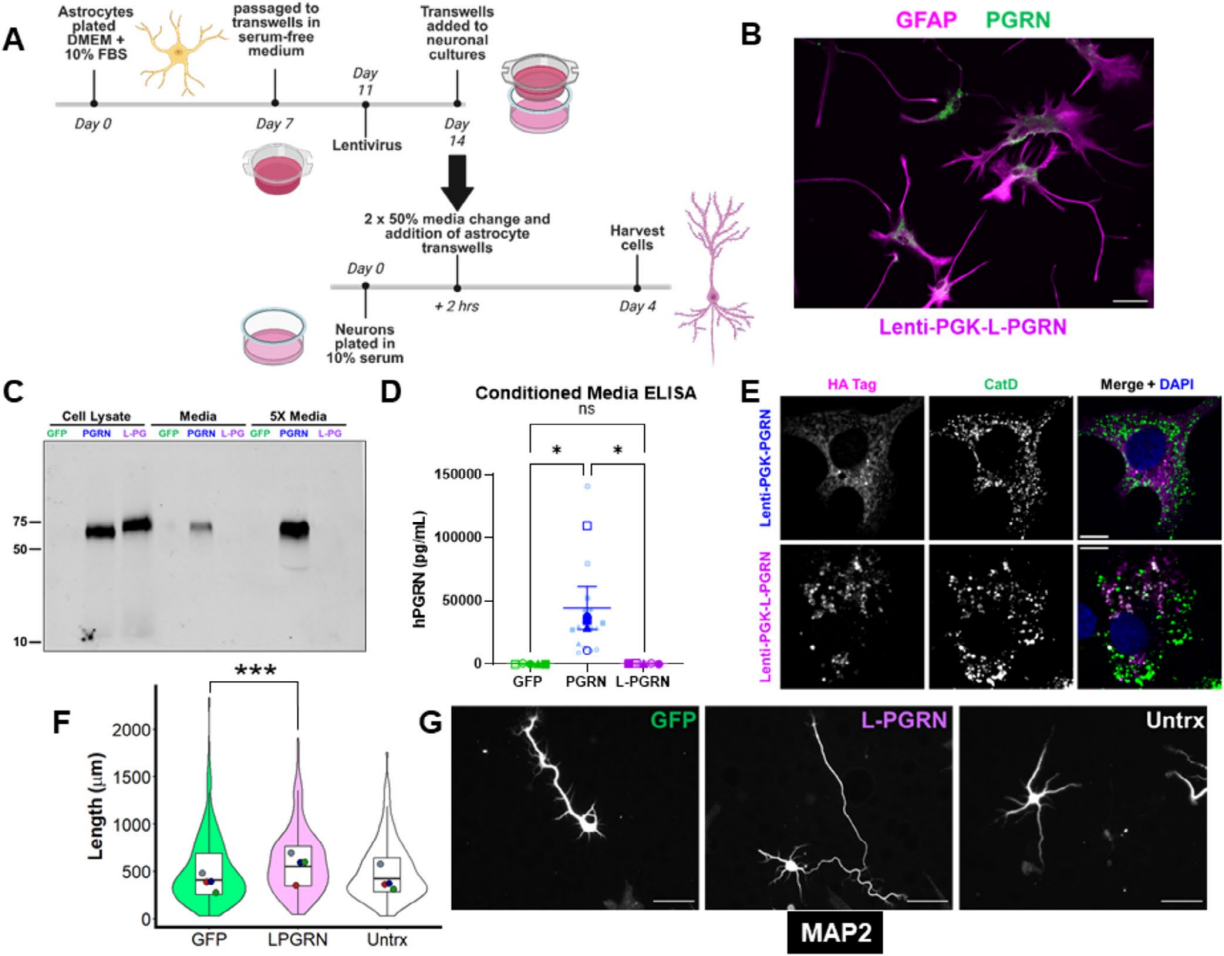
Enhanced dendritic outgrowth in neurons co‐cultured with astrocytes transduced with L‐PGRN. (A) mature hippocampal astrocyte cultures were obtained by plating in DMEM with 10% serum and culturing for 1 week, then passaging to transwell inserts in serum‐free medium and transducing with lenti‐PGK vectors 4 days later. These transwell inserts containing mature astrocytes were placed over new primary hippocampal cultures, which were harvested after 4 days for immunostaining. Representative progranulin immunostaining in astrocytes is shown in (B). (C) PGRN was secreted by astrocytic cultures, while L‐PGRN was not. (D) Lack of progranulin secretion was confirmed by ELISA of conditioned media of several astrocyte cultures. Media from cultures transduced with lenti‐PGK‐GFP exhibited low background signal for human progranulin (hPGRN), which was dramatically increased in cultures transduced with lenti‐PGK‐PGRN (ANOVA main effect of lentivirus, *F*_(2,12)_ = 6.974, *p* = 0.0098, PGRN versus GFP *p* = 0.0123 and PGRN vs. L‐PGRN *p* = 0.0297 by Tukey's post hoc test, *n* = 16 wells from 5 independent cultures). Cultures transduced with lenti‐PGK‐L‐PGRN did not differ from GFP (*p* = 0.877 by Tukey's post hoc test) and also had dramatically less hPGRN in conditioned media than cultures transduced with lenti‐PGK‐PGRN (*p* = 0.0297 by Tukey's post hoc test). (E) L‐PGRN was delivered to lysosomes of primary astrocytes, as shown by colocalization of the HA tag from virally expressed L‐PGRN with the lysosomal protease cathepsin D (CatD). (F, G) Despite the lack of progranulin secretion, neurons co‐cultured with astrocytes transduced with L‐PGRN had greater dendritic outgrowth compared to neurons cultured with GFP‐treated astrocytes (linear mixed effects model, main effect of lentivirus, *F*_(2,580)_ = 7.6264, *p* = 0.0005379, L‐PGRN vs. GFP, *p* = 0.000619) while neurons co‐cultured with untransduced astrocytes had similar dendritic outgrowth as neurons cultured with GFP‐treated astrocytes (linear mixed effects model, *p* = 0.876719). *n* = 180–206 neurons per group from 4 independent cultures. Violin and box plots represent the distribution of total dendritic length for all neurons analyzed, and dots represent median length of all neurons from each culture. Scale bars represent 50 μm in B and G and 10 μm in E. Panel A created at Biorender.com, Arrant (2025) https://BioRender.com/cme038k.

We plated astrocytes onto transwell inserts and transduced them with lenti‐PGK‐GFP or lenti‐PGK‐L‐PGRN, with additional astrocytes treated only with PBS (Figure 5a). We then generated new primary hippocampal cultures that were not treated with lentiviral vectors and placed the transwell inserts containing transduced astrocytes over these naïve cultures. After 4 days of co‐culture, neurons cultured with L‐PGRN–transduced astrocytes had significantly more dendritic outgrowth than neurons cultured with GFP‐transduced astrocytes (Figure 5f,g). Neurons cultured with untransduced astrocytes had similar dendritic outgrowth to GFP‐transduced astrocytes. These data support the hypothesis that progranulin acts in astrocytic lysosomes to promote dendritic outgrowth in co‐cultured neurons, and indicate that this effect may be mediated by changes in factors secreted by astrocytes.

### 3.6 L‐PGRN Stimulates Autophagic Flux in Astrocytes

To determine how L‐PGRN affects astrocytes, we analyzed mature astrocytic cultures prepared as described for the neuronal co‐culture experiment (Figure 6a). Rather than co‐culturing with neurons, we mimicked these conditions by changing astrocytes to “co‐culture medium”, which was the same formulation used for primary hippocampal cultures, including 2.5% FBS to mimic the serum content after post‐plating media changes. Nearly all cells in these cultures were immunoreactive for astrocytic markers such as GFAP or S100β (Figure 6b).

**FIGURE 6:**
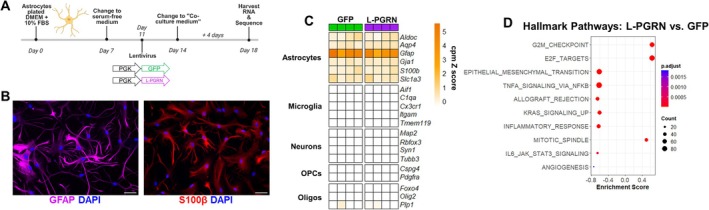
L‐PGRN reduces transcriptomic signatures of cellular reactivity in primary astrocytes. (A) To better understand how delivering progranulin to lysosomes changes the phenotype of primary astrocytes, we cultured mature astrocytes using the same procedure as previously used for neuronal co‐cultures. Instead of co‐culturing with neurons, we switched astrocytes to a “co‐culture medium” identical to that used in co‐cultures. After 4 days in co‐culture medium, we harvested RNA from these astrocytes and conducted bulk RNA sequencing. (B) Nearly all cells in these cultures were immunoreactive for the astrocytic markers GFAP and S100β, and (C) bulk RNA sequencing confirmed the enrichment of astrocyte marker genes versus other cell types. (D) Gene set enrichment analysis of sequencing data using Hallmark pathways suggested potential increases in proliferation and decreases in cellular reactivity. *n* = 4 samples per treatment from 4 independent cultures. Panel A created at Biorender.com, Arrant (2025) https://BioRender.com/560o6wr. Raw counts of genes in panel C are provided in Table S1, and a full list of enriched Hallmark pathways from panel D is provided in Table S2.

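Table S1 lists 20 marker genes in 8 libraries, and its 160 expression values were compared with the deposited values for the same genes and libraries. None of the 160 values differed by more than 0.001%. They are normalized CPM and not numbers of reads. The Z scores of Table S1 were recovered by subtracting the mean of all 160 values, 699.9 CPM, and dividing by their SD, 1629 CPM, so that every gene and library shares one scale. On this scale the 48 values of astrocyte markers lay between -0.108 and 5.54, and the value below 0 was that of Aldoc in L-PGRN-transduced astrocytes of culture 2. The lowest value of all was -0.430, for a marker of another cell type.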

To investigate how progranulin overexpression affects autophagy‐lysosomal function in astrocytes, we treated astrocytes with lenti‐PGK‐GFP, ‐PGRN, or –L‐PGRN as described above. Four days after transduction, we incubated the transduced astrocytes with vehicle or 50 μM chloroquine for 4 h, then immunoblotted for LC3‐II (Figure S3b,c). Similar to our findings in primary cortical neurons (Davis et al. 2021), L‐PGRN increased LC3‐II levels in chloroquine‐treated astrocytes, indicating an increase in autophagic flux.

We also analyzed the activity of the lysosomal lipid hydrolase β‐hexosaminidase (Hex) in astrocyte lysates and media to investigate changes in general lysosomal activity (lysates) and potential changes to lysosomal exocytosis (media). Similar to prior findings in mouse brain (Arrant et al. 2018, 2019) and in primary neurons (Davis et al. 2021), we found that both PGRN and L‐PGRN overexpression modestly reduced Hex activity in lysates (Figure S3d). However, we observed no change to Hex activity in conditioned media, indicating a lack of robust change to lysosomal exocytosis.

### 3.7 Transcriptional Analysis of L‐PGRN–Transduced Astrocytes

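RNA was sequenced from primary astrocytes that were grown from the hippocampi of rat embryos at embryonic day 19. Each of 4 independent cultures came from 1 dam. From each culture, 1 sample was transduced with lenti-PGK-GFP, the control vector, and 1 with lenti-PGK-L-PGRN, which encodes progranulin fused to the transmembrane domain and cytosolic tail of LAMP-1 so that it is delivered to lysosomes. There were thus 4 GFP libraries and 4 L-PGRN libraries, paired by culture. By the paper's protocol (Fig. 6A), RNA was isolated after 4 days in co-culture medium, 7 days after transduction. The description deposited with the data instead places RNA isolation 4 days after transduction. The authors selected poly-A RNA, aligned the reads to the rn7 genome with STAR, quantified them with Salmon, and deposited normalized CPM for 14659 genes, of which 13695 carry a gene symbol. Read counts were not part of the deposited values, and low values were not whole multiples of 1 read, so the depth behind each value is unknown. Total CPM were 807472, 1161163, 888760 and 1793208 in the GFP libraries of cultures 1 to 4, and 790720, 1254988, 841069 and 801808 in the L-PGRN libraries. Plain CPM would add up to the same total in every library, so the values were rescaled. Genes annotated as ribosomal RNA took 9.0%, 39.7%, 18.7% and 56.9% of these totals in the GFP libraries and 9.8%, 43.2%, 16.5% and 11.5% in the L-PGRN libraries. The median CPM over all genes was nevertheless between 13.97 and 15.45 in every library. For the comparisons given here, 14007 genes with at least 0.5 CPM in at least 4 of the 8 libraries were kept. Values were analyzed as log2(CPM + 1) with limma, with an intensity trend and with culture as a block, and p values were adjusted by the Benjamini-Hochberg method. On this scale the fold changes of genes with low CPM are understated.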

To gain further insight into how delivering progranulin to astrocytic lysosomes changes astrocytes, we conducted RNA sequencing on mature astrocytes prepared as described above (Figure 6a). 

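The 20 marker genes named in the methods comprise 6 astrocyte markers and 14 markers of microglia, neurons, oligodendrocyte precursor cells (OPC) and oligodendrocytes. The median astrocyte marker was between 945.2 and 1563 CPM in the 8 libraries, and the median of the other 14 markers was between 5.14 and 26.2 CPM. Averaged within cultures, the log2 ratio of these medians was 6.49 ± 1.12 (SD, n = 4 cultures), with a range from 5.35 to 7.89. In an exact permutation test, 2 of the 16 sign flips of the 4 cultures gave a mean as far from 0, the smallest share that 4 cultures allow. With the mean of each list in place of the median, which moved the ratio most, it was 5.80. The ratio did not differ between treatments beyond the spread between cultures, with a mean log2 difference of -0.25 ± 0.87 (SD, n = 4, exact permutation p = 0.875). Gfap (ENSRNOG00000002919, chromosome 10 from 87852890 to 87861589 of rn7) was the most abundant marker, with 7714 ± 1842 CPM (SD, n = 4) in GFP-transduced and 6643 ± 1541 CPM (SD, n = 4) in L-PGRN-transduced astrocytes. Microglial markers were lowest, and their median was between 5.30 and 7.70 CPM in cultures 1 and 2 and between 0.329 and 0.853 CPM in cultures 3 and 4.

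**Figure D1:**
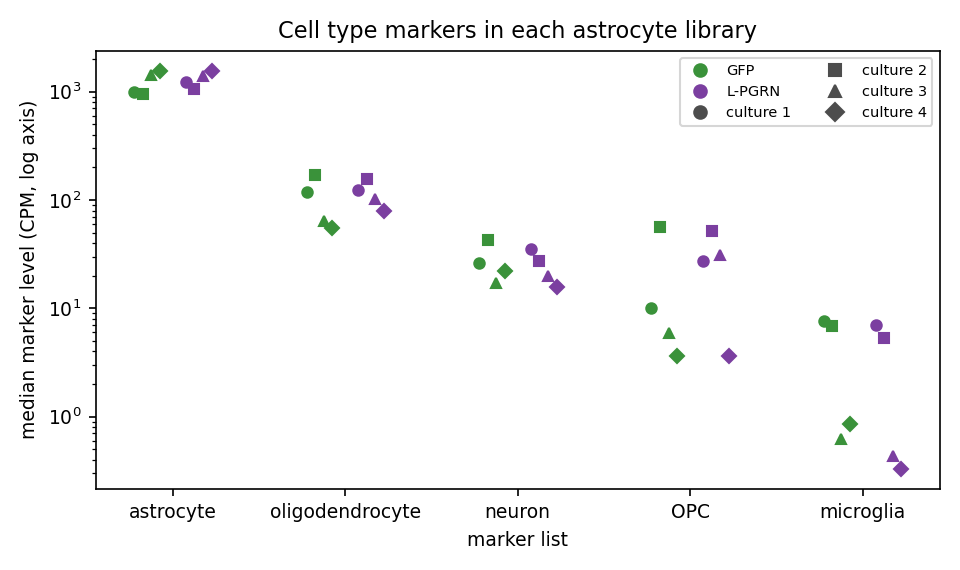
Median CPM of the marker genes of each cell type, on a log axis, in each library. Each point is 1 library, colored by treatment, with a symbol for each culture. Astrocyte markers lie between 945.2 and 1563 CPM, above the medians of the other lists in all 8 libraries.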

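Of the 14007 genes tested, 0 had an adjusted p value under 0.05, and so 0 met the paper's added criterion of a log2 fold change of 0.5. The smallest adjusted p value was 0.859 (limma with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 657 genes, 316 higher and 341 lower with L-PGRN, or 4.69% of the genes tested, where chance gives 700. This balance depended on single cultures, since without culture 1 there were 125 higher and 310 lower. Leaving culture out of the model as a block reduced the number to 93, with 24 higher and 69 lower, and the number of genes past the adjusted threshold was still 0. In data simulated with the spread observed within cultures, 14088 genes were tested. The same fit called 73.8% of the genes changed 2-fold and 93.4% of those changed 4-fold. The simulation set 200 changed genes and 30 reads for each CPM, with genes varying independently. The adjusted threshold loosens as more genes change, so these shares do not give the power in the real libraries. There Spp1 and Eng, with log2 fold changes of -1.01 and -1.05, did not pass. Among genes that moved the same way in all 4 cultures with a log2 fold change of at least 0.5, those with the smallest p values that were higher with L-PGRN were Foxm1, Top2a, Ect2, Fam111a and Mki67. Foxm1 (ENSRNOG00000005936, chromosome 4 from 161638816 to 161650684) rose from 2.70 ± 1.87 to 5.62 ± 2.92 CPM (SD, n = 4 each), a log2 fold change of 0.88 with a standard error of 0.14. Top2a (ENSRNOG00000053047, chromosome 10 from 83945735 to 83976874) rose from 26.6 ± 18.7 to 43.2 ± 24.7 CPM (SD, n = 4 each), and its highest GFP value, 54.6 CPM in culture 2, was far from the other GFP values. The genes that fell were Spp1, Eng, Rn7sl1, Hspb1 and Stab1. Their fall need not lie in astrocytes. Stab1 was at 82.6 and 72.7 CPM in the GFP libraries of cultures 1 and 2, and at 2.05 and 1.36 CPM in those of cultures 3 and 4. The microglial markers were split between cultures in the same way. Rn7sl1 encodes an RNA without a poly-A tail, so unequal carry-over through poly-A selection may lower it. Spp1 (ENSRNOG00000043451, chromosome 14 from 5308885 to 5315162) went from 15.1 ± 15.7 to 6.24 ± 5.45 CPM (SD, n = 4 each), a log2 fold change of -1.01 with a standard error of 0.16, although 38.7 CPM in culture 1 raised its GFP mean. Eng (ENSRNOG00000050190, chromosome 3 from 15934518 to 15973230) went from 5.35 ± 2.14 to 2.20 ± 1.42 CPM (SD, n = 4 each), a log2 fold change of -1.05. The adjusted p value was 0.859 for each of these 10 genes. The endogenous rat Grn gene was at 218.7 ± 44.6 CPM with GFP and 187.2 ± 14.3 CPM with L-PGRN (SD, n = 4 each), a log2 fold change of -0.20 with an adjusted p of 0.859 in limma. For Grn this fold change was between -0.29, without culture 2, and -0.11, without culture 4, when 1 culture was left out.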

RNA sequencing of four independent cultures revealed much higher counts of astrocytic markers versus markers of other cell types (Figure 6c), but failed to detect differentially expressed genes between cultures transduced with lenti‐PGK‐GFP or lenti‐PGK‐L‐PGRN after correction for false discovery. 

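GSEA asks whether the genes of a set lie together near the top or the bottom of all genes ranked by fold change. Its p values are computed against random sets of genes, so they describe the spread between genes and not the spread between cultures. The Hallmark sets were not used here. In their place, 16 gene lists with at least 5 tested genes stood for cell cycle phases, astrocyte reactivity, inflammatory signaling, extracellular matrix, lysosomes, autophagy and cell types. The cell cycle lists are the S and G2/M phase lists of Seurat, and the other lists were written by hand. They are not free of the genes behind the paper's terms. At least 19 of the 50 G2/M genes found, 14 of 23 NF-κB and TNF targets, 13 of 32 matrix genes, 10 of 32 reactive astrocyte genes and 5 of 26 interferon targets are also leading-edge genes in the complete lists of Table S2. Each list was tested with camera, which sets the mean change of a list against that of all other genes and assumes a correlation of 0.01 between genes, and with GSEA on the fold changes. At an adjusted p under 0.05, 11 of the 16 lists passed with camera and 11 with GSEA. The camera calls were not kept by tests that estimate the spread of each list from the samples, since 0 lists passed with the directional test of fry and 0 with camera at a correlation estimated from the data. The test of fry for change in either direction did pass for 3 lists, with adjusted p values of 0.00651 for the S phase list, 0.0177 for the G2/M phase list and 0.0251 for NF-κB and TNF targets. The mean log2 difference over a list was also computed within each culture, for which an exact permutation test over 4 cultures cannot go below 2 of 16 sign flips.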

To gain insight into the effects of L‐PGRN, we therefore conducted gene set enrichment analysis (GSEA) (Subramanian et al. 2005) using hallmark pathways from the molecular signatures database (Liberzon et al. 2015). 

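The 50 tested genes of the G2/M phase list were on average higher with L-PGRN by 0.37 ± 0.18 on the log2 scale (SD, n = 4 cultures, exact permutation test, 2 of 16 sign flips). The mean difference was 0.37, 0.44, 0.54 and 0.12 in cultures 1 to 4, and 47 of the 50 genes were higher. The adjusted p was 1.46e-22 with camera, 0.129 with camera at an estimated correlation and 0.102 with fry, and the normalized enrichment score of GSEA was 3.14 with an adjusted p of 8e-10. Leaving out culture 4 raised the shift to 0.45, and leaving out culture 3 lowered it to 0.31. Adjusted over the list alone, 19 of its 50 genes passed an adjusted p under 0.05 in limma, all of them higher with L-PGRN, while 0 passed when adjusted over all genes tested. For Mki67 (ENSRNOG00000028137, chromosome 1 from 190496319 to 190522762), the level went from 14.9 ± 13.3 to 23.4 ± 12.5 CPM (SD, n = 4 each). The S phase list was higher by 0.24 ± 0.12 (SD, n = 4, exact permutation test, 2 of 16 sign flips), with 40 of 43 genes higher, an enrichment score of 2.73 and an adjusted p of 1.52e-12 with camera. Pcna, a member of the S phase list, was higher in 3 of the 4 cultures, with a log2 fold change of 0.17 and an adjusted p of 0.859 in limma. Its fold change was between 0.10, without culture 2, and 0.31, without culture 4, when 1 culture was left out.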

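Lists of genes linked to reactivity moved the other way. The 22 tested targets of NF-κB and TNF signaling were lower with L-PGRN in all 4 cultures, by -0.12, -0.35, -0.26 and -0.12, with a mean of -0.21 ± 0.11 on the log2 scale (SD, n = 4, exact permutation test, 2 of 16 sign flips). In this list 19 of 22 genes were lower, the camera adjusted p was 2.28e-06 and the enrichment score was -2.22. The 31 reactive astrocyte genes had a mean shift of -0.15 ± 0.12 (SD, n = 4, exact permutation test, 2 of 16 sign flips) and were also lower in all 4 cultures, from -0.02 in culture 1 to -0.28 in culture 2, with a camera adjusted p of 0.000229. Of this list, only Hspb1 passed an adjusted p under 0.05 when adjusted over the list alone, with a log2 fold change of -0.63. Abundant members such as Gfap, with a log2 fold change of -0.21, and Vim, with -0.09, did not pass either adjustment, and Vim was higher with L-PGRN under quantile normalization. Extracellular matrix genes were lower in 3 of 4 cultures, with a mean shift of -0.15 ± 0.25 (SD, n = 4, exact permutation p = 0.375), and were higher by 0.21 in culture 4. Without culture 2 that shift was -0.09, and without culture 4 it was -0.28. Interferon targets were also lower in 3 of 4 cultures, with a mean shift of -0.12 ± 0.27 (SD, n = 4, exact permutation p = 0.5), and the shift no longer passed the threshold without culture 3, at -0.11, or without culture 4, at -0.01. The spread between cultures was thus larger than the shift for the last 2 lists, and smaller for the NF-κB and reactive astrocyte lists. The microglia list was also lower in all 4 cultures, by -0.33, with 20 of 21 genes lower. Fewer microglia in the L-PGRN libraries therefore stay a possible source of the fall in NF-κB targets. The paper starts what it proposes from the terms of highest significance (Fig. 6D), after no single gene had passed its criteria. It then examined proliferation by BrDU labelling, and secreted proteins in conditioned media, in other samples.

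**Figure D2:**
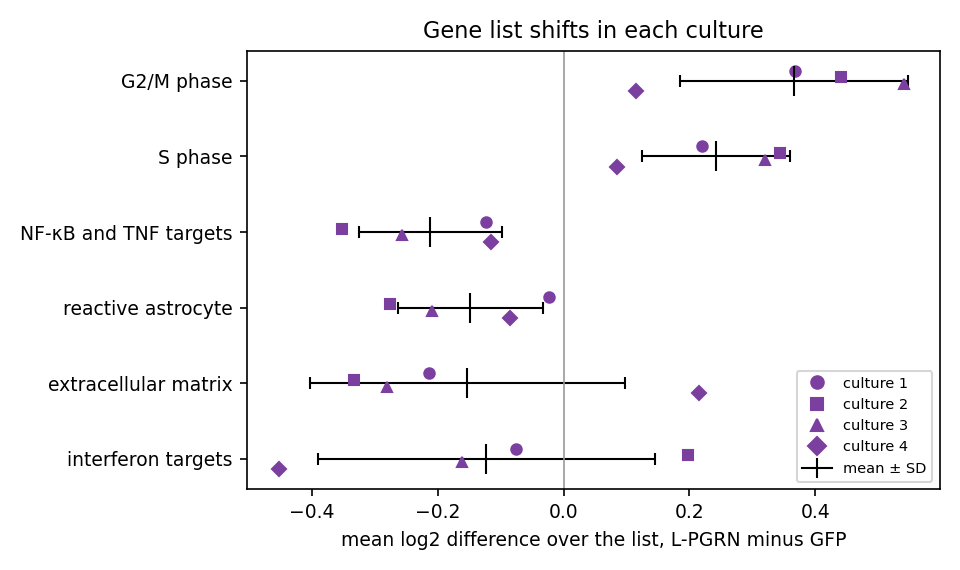
Mean log2 difference between L-PGRN and GFP libraries over the genes of 6 lists, on the x axis, for each of the 4 cultures. Symbols are cultures, and black bars are the mean ± SD. The G2/M and S phase lists lie above 0 and the NF-κB and reactive astrocyte lists below 0 in all 4 cultures.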

The most significant terms from this analysis suggested a potential increase in proliferation and a potential decrease in cellular reactivity in astrocytes treated with L‐PGRN (Figure 6d). A full list of significant Hallmark pathways detected by GSEA is provided in Table S2.

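Table S2 also lists the leading-edge genes of each of its 17 pathways, that is, the genes that drove each enrichment. For 12 of these pathways the list at hand was complete, and the shortened lists of the other 5 were not used. The complete lists held 354 different genes, and 346 of them were matched to a deposited value. Because the study selected these genes from the same libraries, their direction is not independent evidence, and only the spread between cultures was examined. The median log2 fold change had the sign reported in Table S2 for 12 of the 12 pathways, and for 9 of them it had that sign in 4 of 4 cultures. For the mitotic spindle pathway the median over 36 genes was 0.45, and the medians of the cultures were 0.44, 0.50, 0.60 and 0.26. For the inflammatory response pathway the median over 53 genes was -0.19, with -0.11, -0.35, -0.26 and -0.12 in cultures 1 to 4. The complement, IL6-JAK-STAT3 and spermatogenesis pathways had the opposite sign in culture 4, where their medians were 0.00, 0.01 and -0.15. Of the 298 genes from the 10 pathways that fell, 81 were lower in all 4 cultures, or 27.2%, and of the 48 genes from the 2 pathways that rose, 28 were higher in all 4 cultures, or 58.3%. Leaving out any 1 culture, or using the mean in place of the median, left the sign of all 12 medians as it was.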

### 3.8 L‐PGRN Does Not Increase Astrocyte Proliferation

To determine whether transduction with PGRN or L‐PGRN increased astrocyte proliferation, we cultured mature astrocytes in serum‐free media, then switched to co‐culture medium as described above. After 3 days in co‐culture medium, we treated cultures with 10 μM BrDU and fixed for immunostaining 24 h later. We observed no change in the proportion of astrocytes immunoreactive for BrDU, though we observed a statistically non‐significant trend for an increase in total cell count with L‐PGRN treatment (Figure S4). Thus, L‐PGRN may have modestly increased astrocyte proliferation at an earlier phase of culture, or may have increased astrocyte survival in culture. However, any such effects were not robust enough to produce a significant increase in cell count at the end of the experimental period.

### 3.9 L‐PGRN Reduces Secretion of PAI‐1

Based on our findings that L‐PGRN−transduced astrocytes grown on transwells enhance the growth of co‐cultured neurons (Figure 5) and transcriptomic data indicating that L‐PGRN−transduced astrocytes may be less reactive (Figure 6), we hypothesized that L‐PGRN's effects on neuronal growth may be mediated by changes to factors secreted by astrocytes. To screen for any changes to secreted factors, we analyzed conditioned media from the transwell co‐culture experiments (Figure 5) using a rat cytokine array (Figure 7a). We obtained robust signals for 7 proteins on the array, with most exhibiting no clear trends for changes between GFP‐ and L‐PGRN−transduced astrocytes. However, we observed a trend for the reduction of plasminogen activator inhibitor 1 (PAI‐1, also known as Serpin E1). Interestingly, the reduction of PAI‐1 secretion from astrocytes treated with valproic acid has been shown to increase the growth of primary neurons (Cho et al. 2013).

**FIGURE 7:**
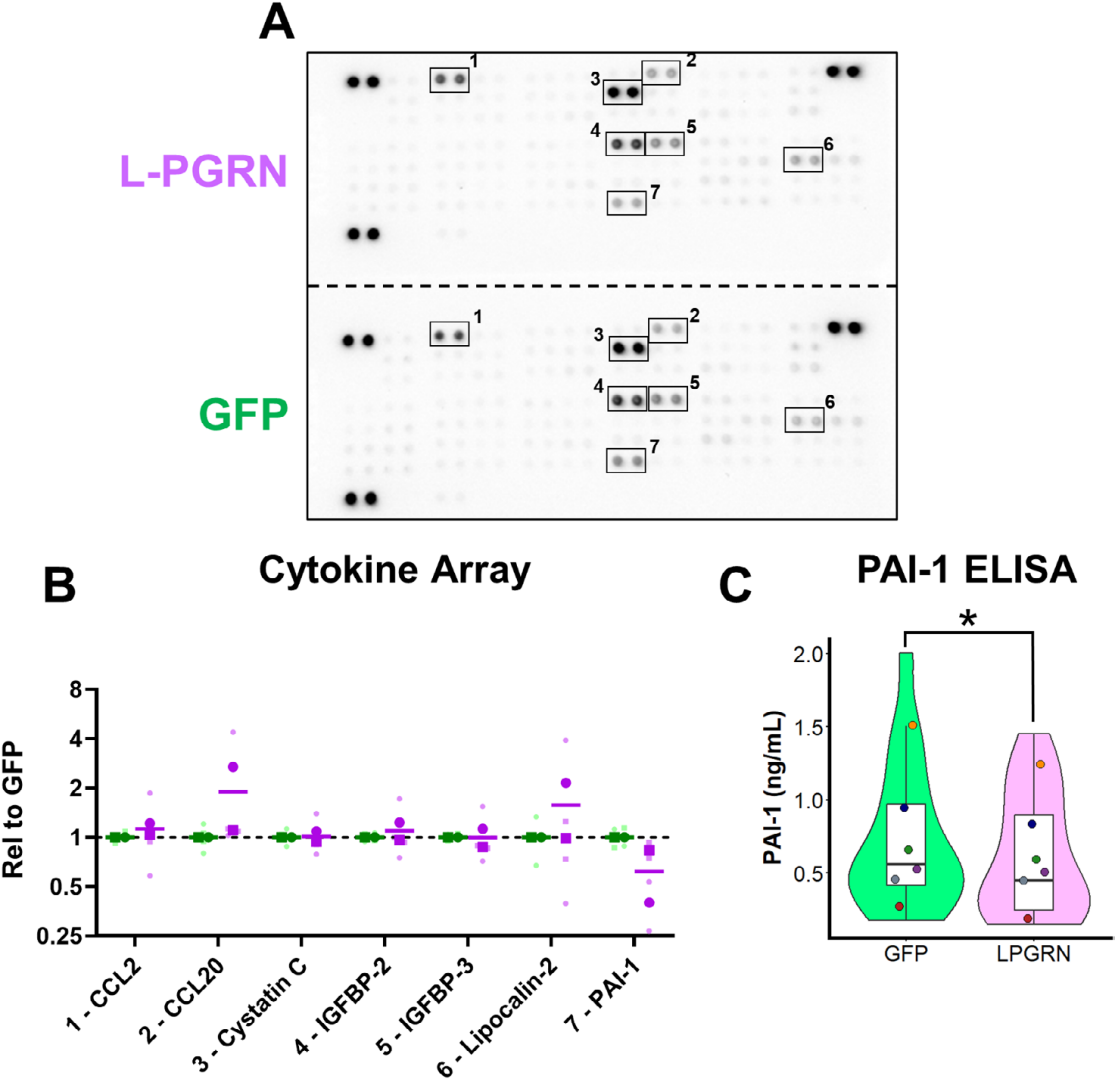
L‐PGRN reduces secretion of PAI‐1 from primary astrocytes. (A) To investigate changes in secreted factors from L‐PGRN–treated primary astrocytes that could enhance neuronal growth, we performed a cytokine array on conditioned media from the transwell experiments described in Figure 5A,F (*n* = 4 samples from 2 independent cultures per lentivirus). (B) Seven factors exhibited robust signal across all blots, and of these only Plasminogen Activator Inhibitor‐1 (PAI‐1) exhibited signs of changes in L‐PGRN cultures versus GFP. The graph in panel B is shown in log2 scale. Large symbols denote culture averages, while small symbols show individual replicates. (C) PAI‐1 ELISA on conditioned media from separate primary astrocyte cultures transduced with lenti‐PGK‐GFP or lenti‐PGK‐L‐PGRN confirmed this effect, with media from L‐PGRN–treated cultures containing less PAI‐1 than cultures transduced with GFP (paired *t*‐test, *t*(5) = 2.785, *p* = 0.0387, *n* = 17–18 samples from six independent cultures) Violin and box plots represent the distribution of all samples, and dots represent the average PAI‐1 levels from each culture.

We therefore sought to confirm this result in new cultures. We conducted PAI‐1 ELISA on conditioned media from mature astrocytes cultured with “co‐culture medium” as described for the RNA sequencing study. This analysis confirmed a modest reduction in PAI‐1 levels with L‐PGRN transduction (Figure 7c).

### 3.10 Reducing Astrocyte Numbers Occludes the Effects of L‐PGRN

Taken together, our findings indicate that rather than inducing a neurotrophic phenotype in astrocytes, L‐PGRN may instead reduce secretion of factors that inhibit neuronal growth. Comparison of untreated cultures from all prior experiments (Figures 1, 2, 3, 4, 5) supported this possibility. Untreated neurons from the transwell experiment, which were in proximity to many more astrocytes than other cultures, had lower dendritic length than most other cultures (Figure S5).

While we identified the reduction of PAI‐1 secretion as a potential mechanism by which L‐PGRN enhances dendritic outgrowth, there may also be important changes to other secreted factors in L‐PGRN−transduced astrocytes. To test the general hypothesis that L‐PGRN enhances neuronal growth by inhibiting astrocytic secretion of growth‐inhibiting factors, we therefore investigated the effects of reducing the numbers of astrocytes in primary hippocampal cultures treated with lenti‐PGK‐GFP or lenti‐PGK‐L‐PGRN.

To reduce the number of astrocytes, we treated cultures with 5 μM Ara‐C approximately 24 h after plating (Figure 8a). Imaging of cell‐type–specific markers revealed that Ara‐C treatment modestly reduced the number of neurons (MAP2+ cells) (Figure 8b), but almost completely eliminated astrocytes (GFAP+ cells) from the culture (Figure 8c). Analysis of progranulin levels in L‐PGRN–transduced cultures by immunoblot revealed a modest decrease in progranulin expression with Ara‐C treatment (Figure 8d,e). To determine if this might be related to the change in culture composition or by a true suppression of lentiviral expression, we immunostained cultures for progranulin and compared progranulin immunoreactivity in control and Ara‐C–treated cultures. This analysis revealed a statistically non‐significant trend for reduction in progranulin immunoreactivity (Figure 8f,g), leading us to conclude that Ara‐C treatment does not dramatically suppress expression of L‐PGRN in transduced neurons.

**FIGURE 8:**
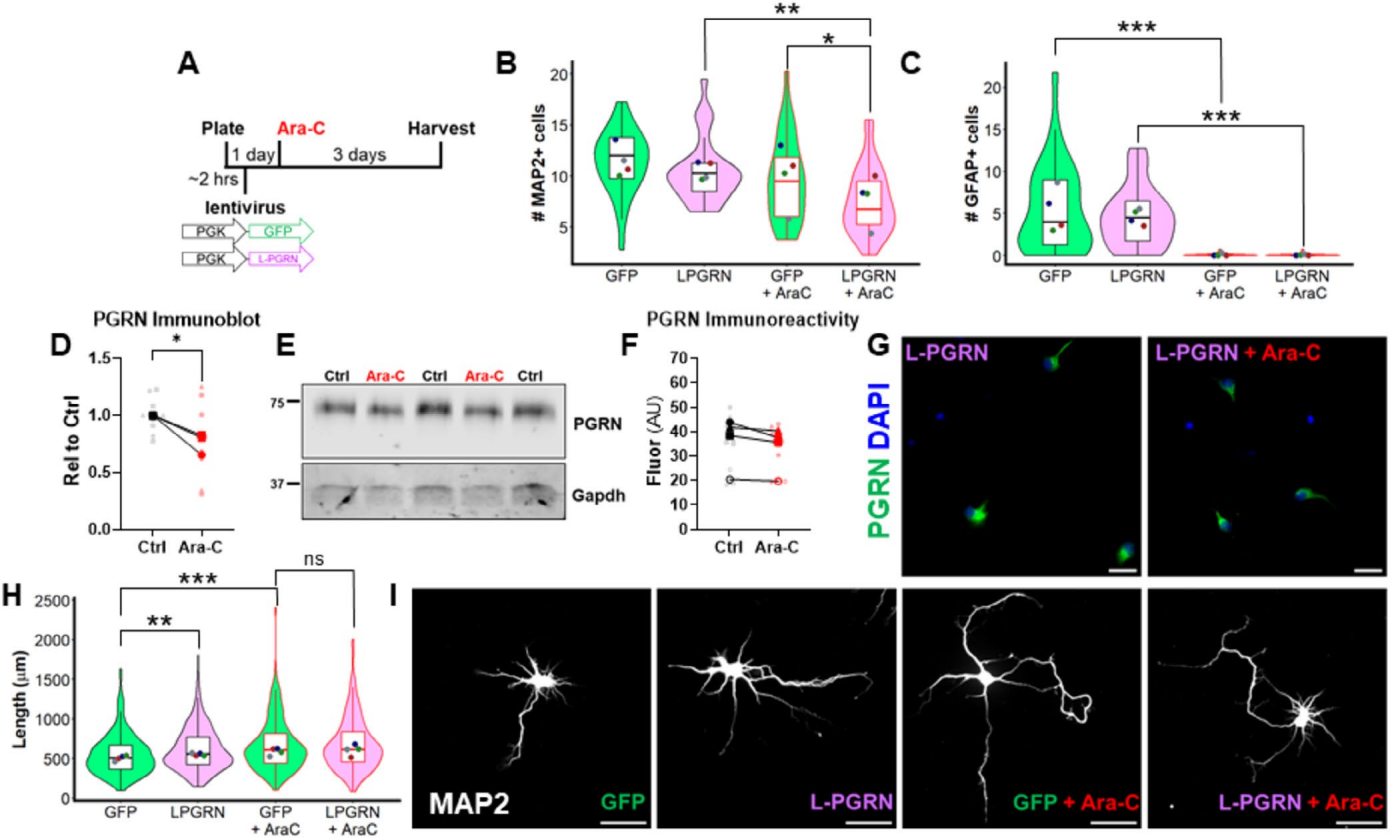
Reducing the number of astrocytes occludes the pro‐growth effects of L‐PGRN. (A) Primary hippocampal cultures were plated onto coverslips, transduced with lenti‐PGK‐GFP or L‐PGRN, then treated with 5 μM Ara‐C approximately 24 h after plating. Cultures were maintained for a total of 4 days. (B) Ara‐C treatment modestly reduced the number of neurons in these cultures (linear mixed effects model main effect of Ara‐C, *F*_(1,108)_ = 16.5707, *p* < 0.0001, ** = *p* = 0.00122 for L‐PGRN vs. L‐PGRN+Ara‐C by Tukey's post hoc test). L‐PGRN–treated cultures treated with Ara‐C also had slightly fewer neurons per visual field than GFP‐treated cultures treated with Ara‐C (linear mixed effects model main effect of lentivirus, *F*_(1,108)_ = 6.3728, *p* = 0.01304, * = *p* = 0.04435 for GFP + Ara‐C vs. L‐PGRN+Ara‐C by Tukey's post hoc test), though there was not a significant difference between lentiviral groups under control conditions (*p* = 0.65663 by Tukey's post hoc test). (C) Ara‐C nearly completely eliminated astrocytes from these cultures (linear mixed effects model main effect of Ara‐C, *F*_(1,108)_ = 74.08, *p* < 0.0001, *** = *p* < 0.001 for GFP vs. GFP + Ara‐C and L‐PGRN vs. L‐PGRN+Ara‐C by Tukey's post hoc test). There was not a significant difference between lentiviral treatment groups in the number of astrocytes per visual field (linear mixed effects model main effect of lentivirus, *F*_(1,108)_ = 0.707, *p* = 0.4023). *n* = 28–29 coverslips from four independent cultures. Violin and box plots represent the distribution of cell count for all coverslips analyzed, and dots represent median cell count from each culture. (D, E) L‐PGRN+Ara‐C wells expressed less progranulin than L‐PGRN + vehicle wells by immunoblot (paired *t*‐test, *t*_(2)_ = 4.403, *p* = 0.0479, *n* = 10–11 replicates from 3 independent cultures). (F, G) However, analysis of progranulin immunoreactivity in neurons revealed a non‐significant trend for lower progranulin (paired *t* test, *t*_(3)_ = 2.237, *p* = 0.1113, *n* = 12 replicates from 4 independent cultures). Scale bars in G represent 100 μm. (H) Analysis of dendritic length in vehicle‐treated cultures replicated our prior finding that L‐PGRN promotes dendritic outgrowth (linear mixed effects model, main effect of lentivirus, *F*_(1,996)_ = 5.1756, *p* = 0.02312, ** = *p* = 0.00802 for GFP vs. L‐PGRN by Tukey's post hoc test), but also revealed that Ara‐C treatment stimulated dendritic outgrowth (linear mixed effects model main effect of Ara‐C, *F*_(1,996)_ = 15.5234, *p* < 0.0001, *** = *p* < 0.001 for GFP vs. GFP + Ara‐C by Tukey's post hoc test) and that among Ara‐C treated neurons, those transduced with L‐PGRN did not have significantly different dendritic growth from those transduced with GFP (linear mixed effects model, *p* = 0.99088). *n* = 215–275 neurons per group from 4 independent cultures. Violin and box plots represent the distribution of total dendritic length for all neurons analyzed, and dots represent median length of all neurons from each culture. Representative images of MAP2 immunostaining are shown in (I) with 50 μm scale bars.

We then analyzed dendritic length in cultures treated with lenti‐PGK‐GFP or L‐PGRN, with and without addition of Ara‐C at DIV1. This analysis replicated our prior finding that lenti‐PGK‐L‐PGRN increased dendritic outgrowth under control conditions (Figure 8h,i). However, neurons from Ara‐C–treated cultures had greater dendritic outgrowth than those from control cultures. Within Ara‐C–treated cultures, L‐PGRN no longer increased dendritic outgrowth compared to GFP. These data suggest that under these culture conditions, astrocytes may suppress dendritic outgrowth, and that L‐PGRN reduces this suppressive effect.

## 4 Discussion

In this study, we found that progranulin stimulates dendritic outgrowth in primary hippocampal neurons through a non‐cell−autonomous mechanism. Our data indicate that progranulin's actions in astrocytic lysosomes reduce the secretion of factors such as PAI‐1 (Cho et al. 2013) that suppress dendritic outgrowth. These data indicate distinct mechanisms underlying progranulin's stimulation of dendritic outgrowth and its neuroprotective effects, which we have shown are mediated by direct actions in neuronal lysosomes in primary cortical neurons (Davis et al. 2021).

An important caveat to this study is that astrocytic phenotypes are dependent on culture conditions, with the presence of serum resulting in phenotypes that differ from those of astrocytes in vivo (Foo et al. 2011). Prior studies have reported that progranulin stimulates the growth of dendrites and axons of primary cortical, hippocampal, and motor neurons incubated with or without serum (Gass et al. 2012; Hyung et al. 2019; Van Damme et al. 2008), showing the robustness of this effect across culture conditions. However, the mechanism by which progranulin stimulates dendritic outgrowth might differ by culture conditions. It is also important to consider that while lysosomes may be progranulin's ultimate site of action in regulating neuronal outgrowth, progranulin secretion may be important for regulating neuron growth in vivo by selectively delivering progranulin to certain neurons or nearby glia (Thomasen et al. 2023; Uesaka et al. 2018).

Despite the potential influence of culture conditions and the limitations of primary culture for modeling the intact brain, our findings are consistent with accumulating data suggesting that progranulin has important effects on astrocytes. Progranulin‐deficient astrocytes are less effective at supporting neuronal maturation (Lee et al. 2023) and have deleterious effects on neurons such as inducing mislocalization of TDP‐43 (de Majo et al. 2023; Marsan et al. 2023). Though astrocytes express low levels of progranulin in vivo (Kaplelach et al. 2023; Petkau et al. 2010), astrocytes become reactive and may lose homeostatic function in degenerated brain regions of patients with FTD due to *GRN* mutations (Gerrits et al. 2022; Marsan et al. 2023). *Grn* ^*−/−*^ mice also develop astrogliosis with age (Ahmed et al. 2010; Filiano et al. 2013; Ghoshal et al. 2012; Marsan et al. 2023). It is currently unclear if these changes are due to loss of progranulin from astrocytes, or if they are induced by microglia, which highly express progranulin (Kaplelach et al. 2023; Petkau et al. 2010) and become reactive in people with *GRN* mutations and *Grn* ^*−/−*^ mice (Ahmed et al. 2010; Filiano et al. 2013; Ghoshal et al. 2012; Lui et al. 2016; Martens et al. 2012; Zhang et al. 2020). It will thus be important for future studies to investigate the mechanism by which progranulin maintains astrocyte homeostasis in the brain.

These findings may also inform mechanisms by which progranulin promotes neuronal outgrowth in the brain. Progranulin‐insufficient mice develop dendritic abnormalities as they age that are consistent with the loss of progranulin's neurotrophic effects. *Grn* ^*−/−*^ mice exhibit reduced spine density in CA1 of the hippocampus, though this is not observed on all genetic backgrounds (Filiano et al. 2013; Petkau et al. 2016, 2012). *Grn* ^*−/−*^ mice also lose thalamic synapses and neurons as they age, which may be driven by reactive microglia (Lui et al. 2016; Zhang et al. 2020) and astrocytes (Marsan et al. 2023). However, *Grn* ^*+/−*^ mice exhibit impaired dendritic arborization and abnormal dendritic spine morphology in the medial prefrontal cortex, despite the absence of robust changes to microglial or astrocytic phenotypes (Arrant et al. 2016; Cook et al. 2024). It will be interesting for future studies to determine if the dendritic abnormalities of *Grn* ^*+/−*^ mice may be mediated by subtle changes to glial cells.

Though we did not assess axonal growth in this study, progranulin insufficiency has been associated with impaired axonal growth in the brain and spinal cord of zebrafish and mice. Progranulin knockdown or knockout in zebrafish reduces axonal growth of motor neurons in the spinal cord of developing zebrafish (Chitramuthu et al. 2010; Laird et al. 2010; Zhu et al. 2021). While *Grn* ^*−/−*^ mice are not reported to exhibit similar developmental impairment of axon growth, they do exhibit impaired regrowth of motor and sensory axons after injury (Altmann, Hardt, et al. 2016; Altmann, Vasic, et al. 2016; Beel et al. 2017; Thomasen et al. 2023). These axonal growth deficits can be mimicked by selective knockout of neuronal progranulin (Beel et al. 2017), and overexpression of neuronal progranulin improves axonal regrowth (Altmann, Hardt, et al. 2016; Altmann, Vasic, et al. 2016), suggesting a key role for neuronal progranulin expression in promoting axonal regrowth after injury. However, due to progranulin's constitutive secretion and uptake, astrocytes or other cell types may take up progranulin secreted from neurons, resulting in changes that promote neuronal growth. Perhaps consistent with this possibility, *Grn* ^*−/−*^ mice exhibit greater astrocyte reactivity after traumatic brain injury, which can be normalized by restoration of progranulin (Menzel et al. 2017; Tanaka et al. 2013; Zheng et al. 2022). However, administration of progranulin to wild‐type mice does not appear to consistently reduce damage from traumatic brain injury (Hummel et al. 2021). Thus, further experiments will be needed to investigate the mechanism by which progranulin promotes axonal regrowth after injury.

In conclusion, this study provides insight into the mechanisms by which progranulin promotes neuronal growth. Our findings indicate that delivering progranulin to astrocytic lysosomes reduces secretion of PAI‐1 and possibly other factors that restrain neuronal growth. Given the influence of culture conditions on astrocytic phenotypes, it will be important for future studies to investigate progranulin's modulation of astrocytes in vivo in the context of aging, injury, and neurodegenerative disease.

## Author Contributions

**Azariah K. Kaplelach:** investigation, formal analysis, writing – review and editing. **Justin A. Hall:** investigation, formal analysis, writing – review and editing. **Wren O. Nader:** investigation, writing – review and editing. **Amelia G. Davidson:** investigation, writing – review and editing. **Margaret D. Ireland:** investigation, writing – review and editing. **Lara Ianov:** formal analysis, writing – review and editing. **Andrew E. Arrant:** conceptualization, investigation, formal analysis, writing – original draft, writing – review and editing.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Peer Review

The peer review history for this article is available at https://www.webofscience.com/api/gateway/wos/peer‐review/10.1111/jnc.70284.

## Supporting information

**Figure S1:** jnc70284‐sup‐0001‐FigureS1.pdf.

**Table S1:** Counts of cell type markers from primary astrocyte cultures.
**Table S2:** Significant Hallmark pathways from RNA sequencing of primary astrocytes transduced with GFP or L‐PGRN.

## Data Availability

Data from bulk RNA sequencing of primary astrocytes has been deposited on the NCBI Gene Expression Omnibus with accession number GSE302849 and are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE302849. Other data are available from the corresponding author upon request.

# Supplementary material for: Delivering Progranulin to Astrocytic Lysosomes Promotes Growth of Co‐Cultured Neurons
**Source:** J Neurochem. 2025 Nov 3;169(11):e70284. doi: 10.1111/jnc.70284
**Supplement:** Supplementary file 1 — Figure S1: jnc70284‐sup‐0001‐FigureS1.pdf.

**Supplementary Material for**

**Delivering progranulin to astrocytic lysosomes promotes growth of co-cultured neurons**

Azariah K. Kaplelach, Justin A. Hall, Wren O. Nader, Amelia G. Davidson, Margaret D. Ireland,  
Lara Ianov, and Andrew E. Arrant

Figures S1–S11

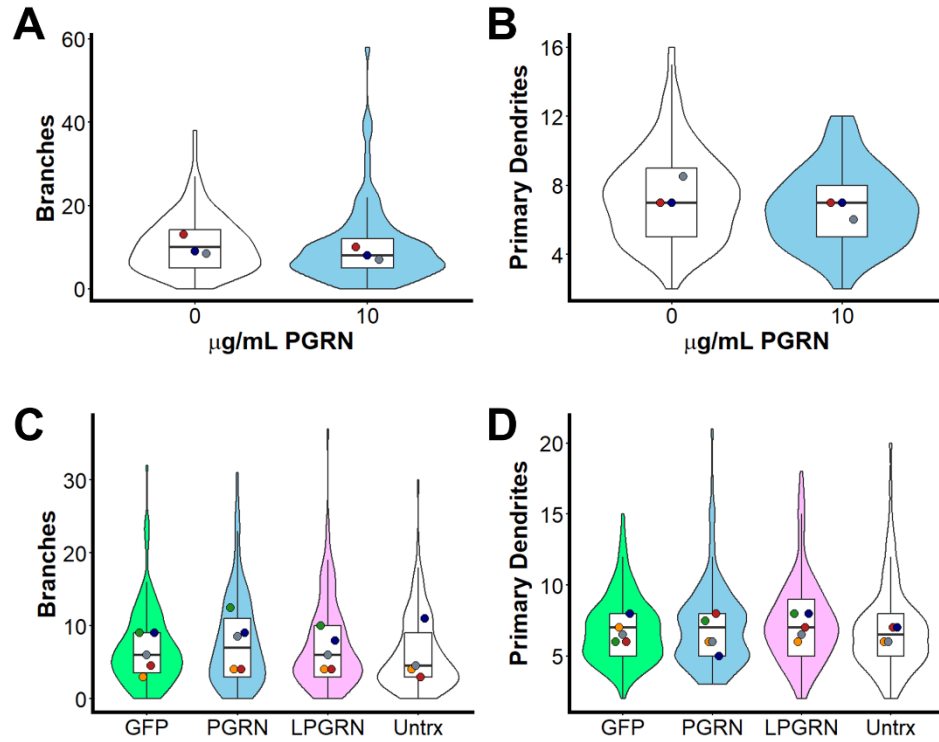

**Figure S1 – Recombinant progranulin and lenti-PGK-PGRN do not affect the number of dendritic branches or primary dendrites.** **A,B**, Analysis of neurons treated with recombinant progranulin as shown in Fig. 1 revealed no significant change in the number of dendritic branch points per neuron (linear mixed effects model,  $t_{(215)} = -1.446$ ,  $p = 0.1495$ ,  $n = 105 - 116$  neurons per group from three independent cultures) or the number of primary dendrites per neuron (linear mixed effects model,  $t_{(217)} = -1.869$ ,  $p = 0.063$ ). **C,D**, Similarly, neither lenti-PGK-PGRN nor lenti-PGK-L-PGRN altered the number of dendritic branches (linear mixed effects model effect of lentivirus,  $F_{(3,534)} = 1.1849$ ,  $p = 0.3148$ ,  $n = 124 - 159$  neurons per group from 4–5 independent cultures) or primary dendrites (linear mixed effects model effect of lentivirus,  $F_{(3,556)} = 0.9016$ ,  $p = 0.4401$ ) in the experiment shown in Fig. 2.

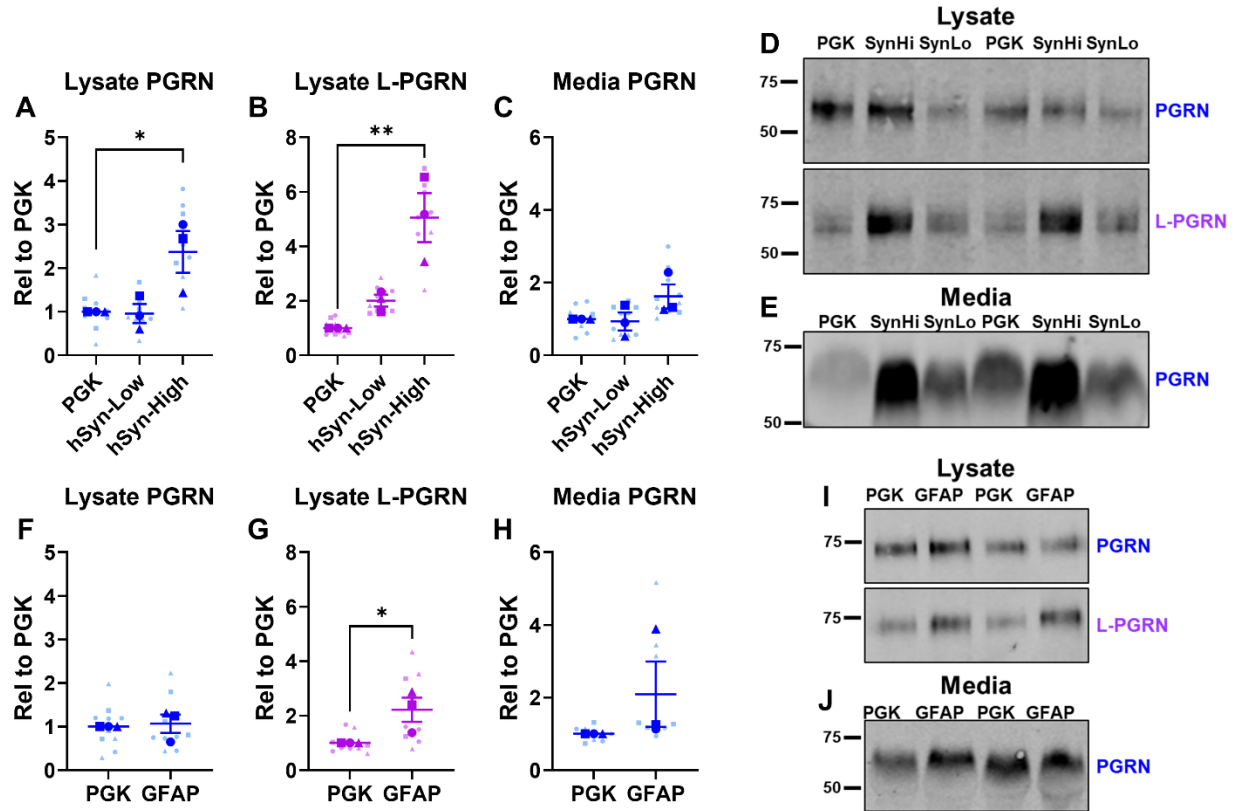

**Figure S2 – Comparison of progranulin expression by lentiviral vectors.** **A**, Immunoblotting revealed that a lower viral dose of hSyn-PGRN-IRES-GFP (MOI 1000) produced similar progranulin levels as the dose of PGK-PGRN (MOI 5000) that stimulated dendritic outgrowth. However, an equivalent viral dose of the hSyn-PGRN vector (MOI 5000) resulted in higher progranulin expression (nested ANOVA effect of vector,  $F_{(2,6)} = 8.618$ ,  $p = 0.0172$ ,  $* = p = 0.0203$  by Dunnett's post-hoc test). **B**, hSyn-L-PGRN also produced higher progranulin levels than PGK-L-PGRN at MOI 5000, with a similar trend at MOI 1000 (nested ANOVA effect of vector,  $F_{(2,6)} = 16.18$ ,  $p = 0.0038$ ,  $** = p = 0.0028$  by Dunnett's post-hoc test). **C**, No L-PGRN was detected in media from any vector, but the hSyn PGRN vectors produced a similar trend for higher media PGRN at MOI 5000 ( $F_{(2,6)} = 2.609$ , nested ANOVA effect of vector,  $p = 0.153$ ). For hSyn samples,  $n = 8$ – $10$  replicates from 3 independent cultures. **F**, Similarly, a lower viral dose of GFAP-PGRN (MOI 1000) produced similar progranulin levels as PGK-PGRN (MOI 5000) (nested  $t$  test,  $t_{(4)} = 0.4163$ ,  $p = 0.8907$ ), **G**, while GFAP-L-PGRN (MOI 1000) produced higher levels of progranulin than PGK-L-PGRN (nested  $t$  test,  $t_{(4)} = 3.091$ ,  $p = 0.0366$ ). **H**, No L-PGRN was detected in media from either vector, but GFAP-PGRN at MOI 1000 produced a non-significant trend for higher progranulin in culture media than PGK-PGRN (nested  $t$  test,  $t_{(4)} = 1.216$ ,  $p = 0.2909$ ), with only one of three cultures showing signs of increased PGRN. For GFAP samples,  $n = 9$ – $10$  replicates from 3 independent cultures.

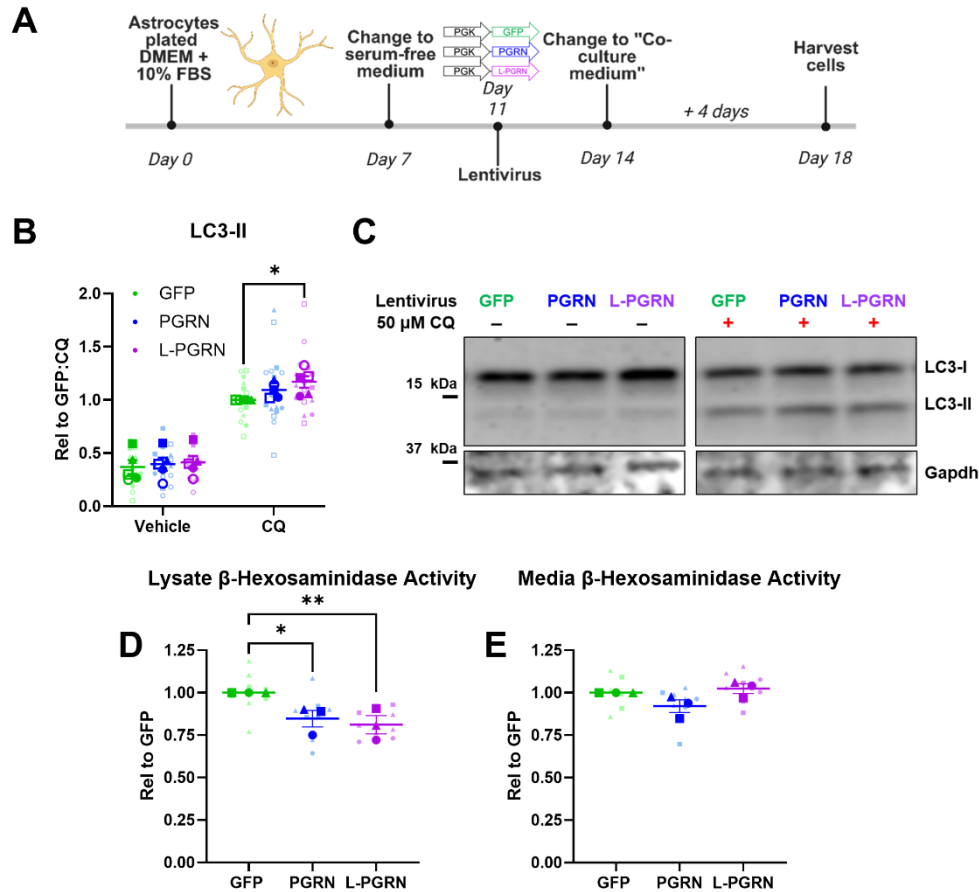

**Figure S3 – Effects of L-PGRN on autophagic flux and lysosomal enzyme activity.** **A**, Primary astrocytes were cultured, transduced with lentivirus, and then changed to media mimicking the transwell culture conditions shown in Fig. 5. **B,C**, To assess autophagic flux, astrocytes were incubated for four hours in vehicle or 50  $\mu$ M chloroquine, then harvested for immunoblot. Astrocytes transduced with L-PGRN exhibited higher LC3-II immunoreactivity than astrocytes transduced with GFP, which is consistent with increased autophagic flux (Nested ANOVA,  $F_{(5,24)} = 55.0$ ,  $p < 0.0001$ ,  $* = p = 0.0335$  by Sidak's post-hoc test,  $n = 17$  samples per group from 5 independent cultures). **D**, To analyze lysosomal enzyme activity, we analyzed  $\beta$ -hexosaminidase (Hex) as a representative hydrolase regulated by progranulin. Analysis of astrocytic lysates revealed that transduction with both PGRN and L-PGRN reduced Hex activity (Nested ANOVA,  $F_{(2,21)} = 5.984$ ,  $p = 0.0088$ ,  $* = p = 0.042$ ,  $** = p = 0.0059$  by Dunnett's post-hoc test,  $n = 8$  samples from 3 independent cultures). **E**, However, analysis of conditioned media from these same cultures revealed no significant effect of either PGRN or L-PGRN transduction (Nested ANOVA,  $F_{(2,21)} = 2.276$ ,  $p = 0.1274$ ). Panel **A** created at Biorender.com, Arrant, A. (2025).

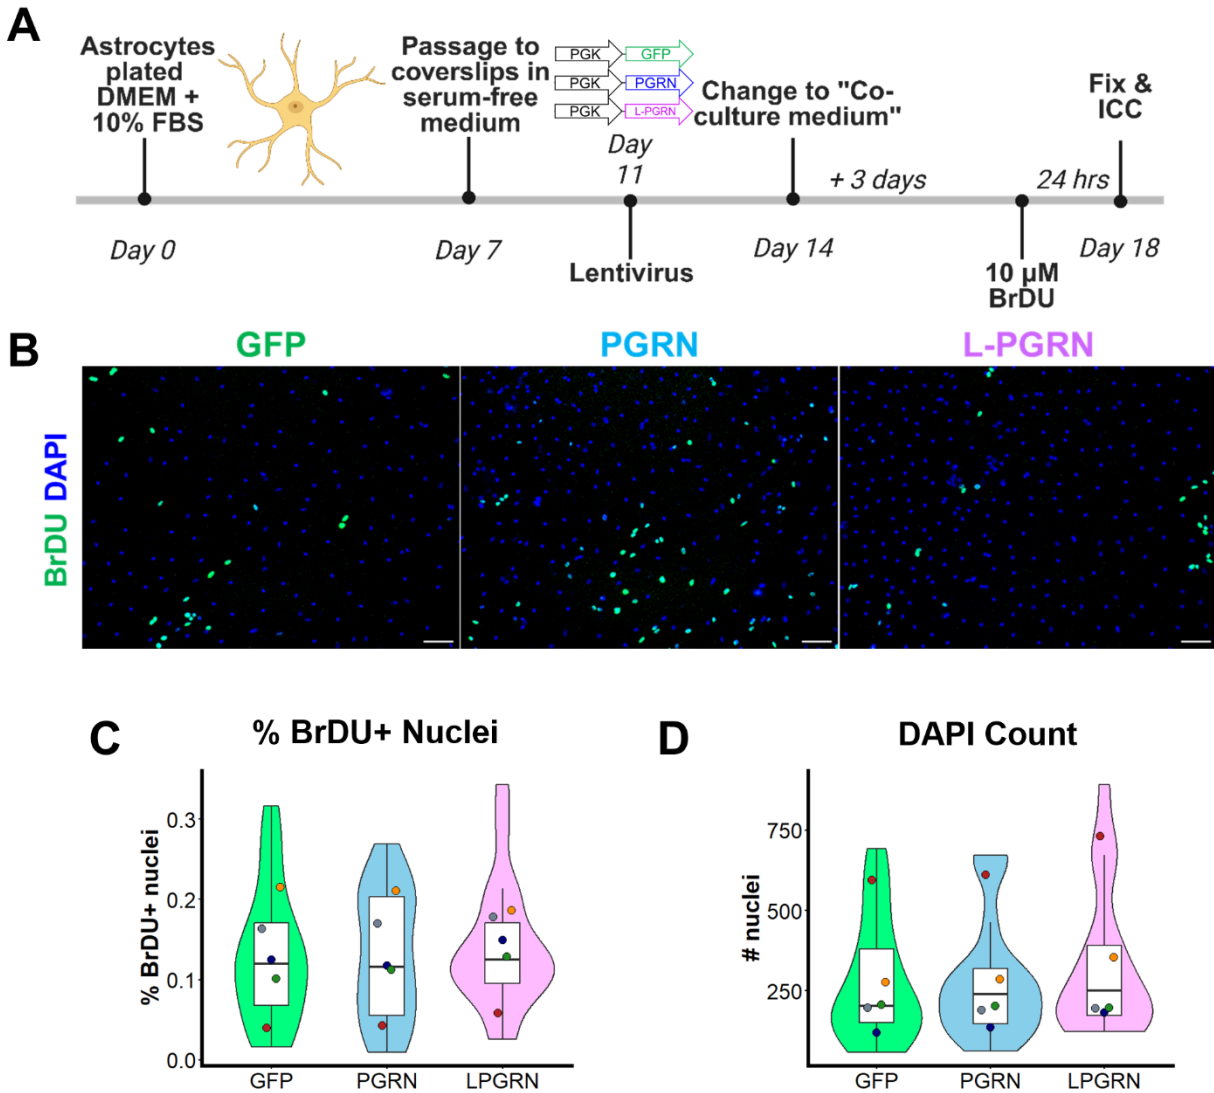

**Figure S4 – Delivering progranulin to astrocytic lysosomes does not significantly increase proliferation.**

**A**, Primary astrocytes were cultured and treated with lentiviruses using a similar protocol as for the co-culture and sequencing experiments. On the final day before harvesting, astrocytes were treated with 10  $\mu$ M BrDU, then fixed for immunostaining after 24 hours. Representative images of BrDU immunoreactivity are shown in **B** with 100  $\mu$ m scale bars. **C**, There were no significant change in the percentage of total nuclei that were immunoreactive for BrDU (linear mixed effects model, main effect of lentivirus,  $F_{(2, 53)} = 0.728$ ,  $p = 0.4877$ ). **D**, The total number of nuclei also did not significantly differ between groups (linear mixed effects model, main effect of lentivirus,  $F_{(2, 53)} = 1.6871$ ,  $p = 0.1948$ ).  $n = 20$  coverslips from 5 independent cultures. Panel **A** created at Biorender.com, Arrant, A. (2025).

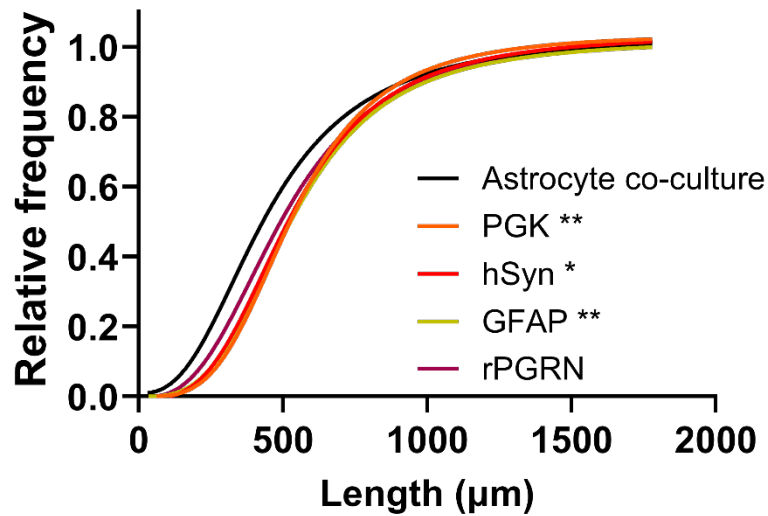

**Figure S5 – Comparison of growth across cultures reveals reduced growth of neurons co-cultured with additional astrocytes.** Analysis of dendritic growth of untreated neurons from all experiments revealed that neurons co-cultured with astrocytes on transwell inserts exhibited less dendritic outgrowth than neurons from most other experiments. Kolmogorov-Smirnov test *p* values for astrocyte co-culture vs. PGK = 0.0019, vs. hSyn = 0.017, vs. GFAP = 0.0024, and vs. recombinant progranulin (rPGRN) = 0.1913. *n* = 76–211 neurons from 3–4 independent cultures per experiment.

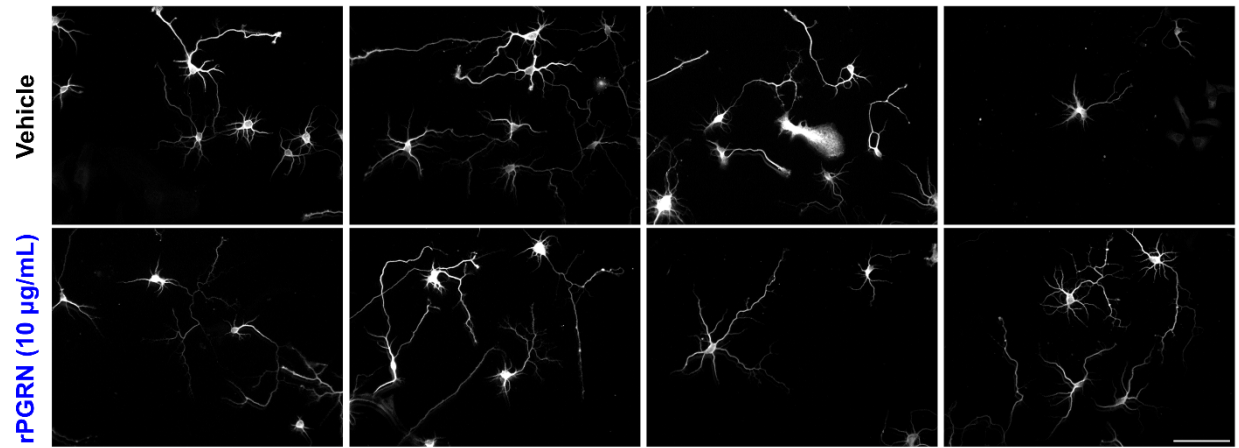

**Figure S6 – Additional representative images of neurons from the recombinant progranulin experiment in Figure 1. All images shown at the same scale. Scale bar = 100 µm.**

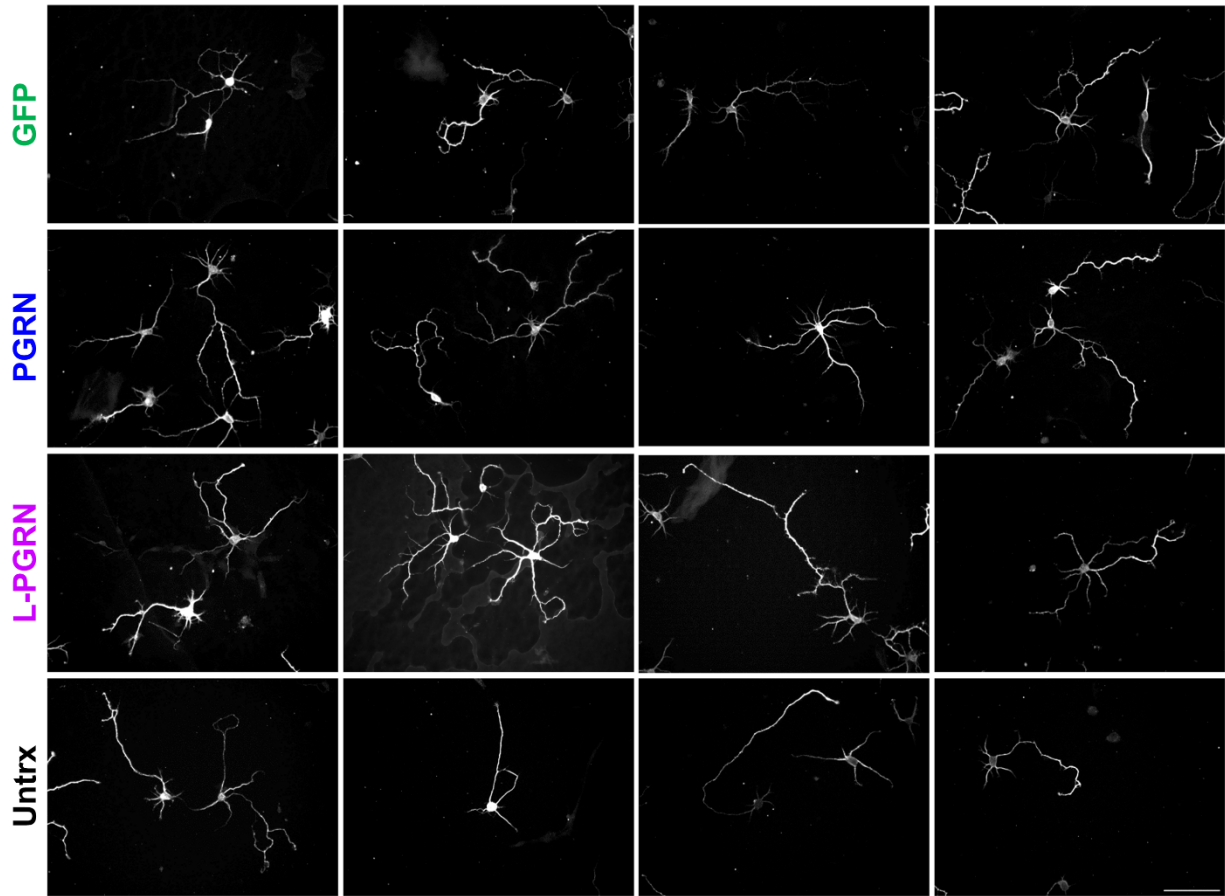

**Figure S7 – Additional representative images of neurons from the lenti-PGK experiment in Figure 2.** The third PGRN image, the fourth L-PGRN image, and the fourth Untreated image are uncropped versions of images appearing in Fig. 2. All images shown at the same scale. Scale bar = 100  $\mu$ m.

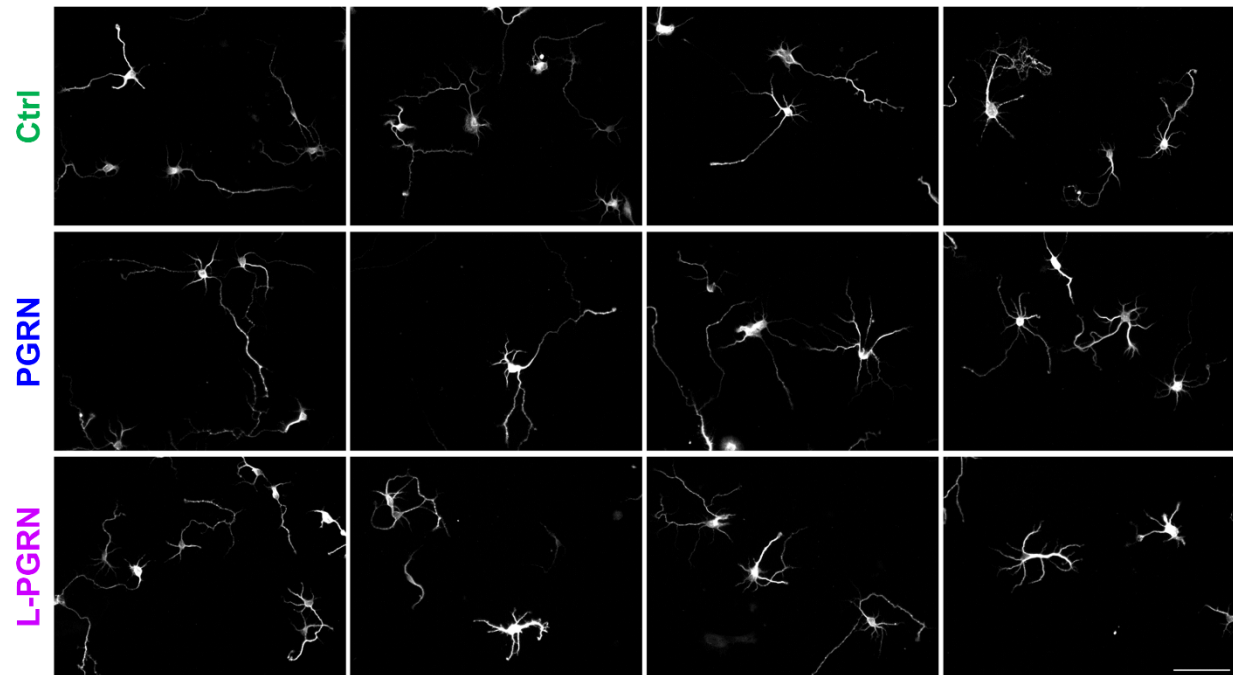

**Figure S8 – Additional representative images of neurons from the high-dose lenti-hSyn experiment in Figure 3. All images shown at the same scale. Scale bar = 100  $\mu$ m.**

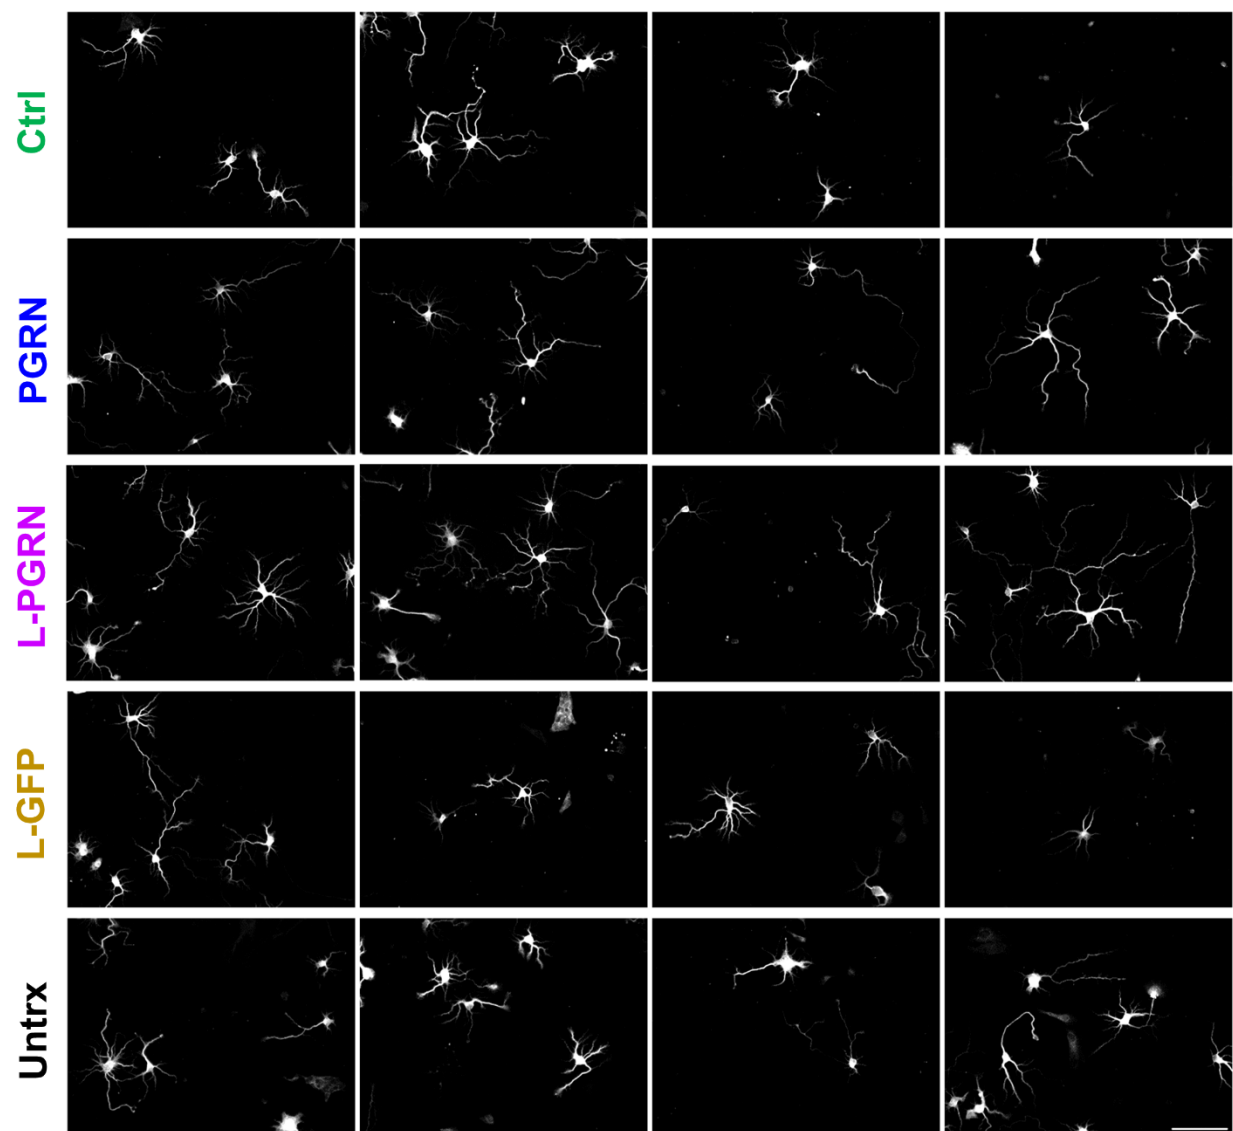

**Figure S9 – Additional representative images of neurons from the lenti-GFAP experiment in Figure 4. All images shown at the same scale. Scale bar = 100  $\mu$ m.**

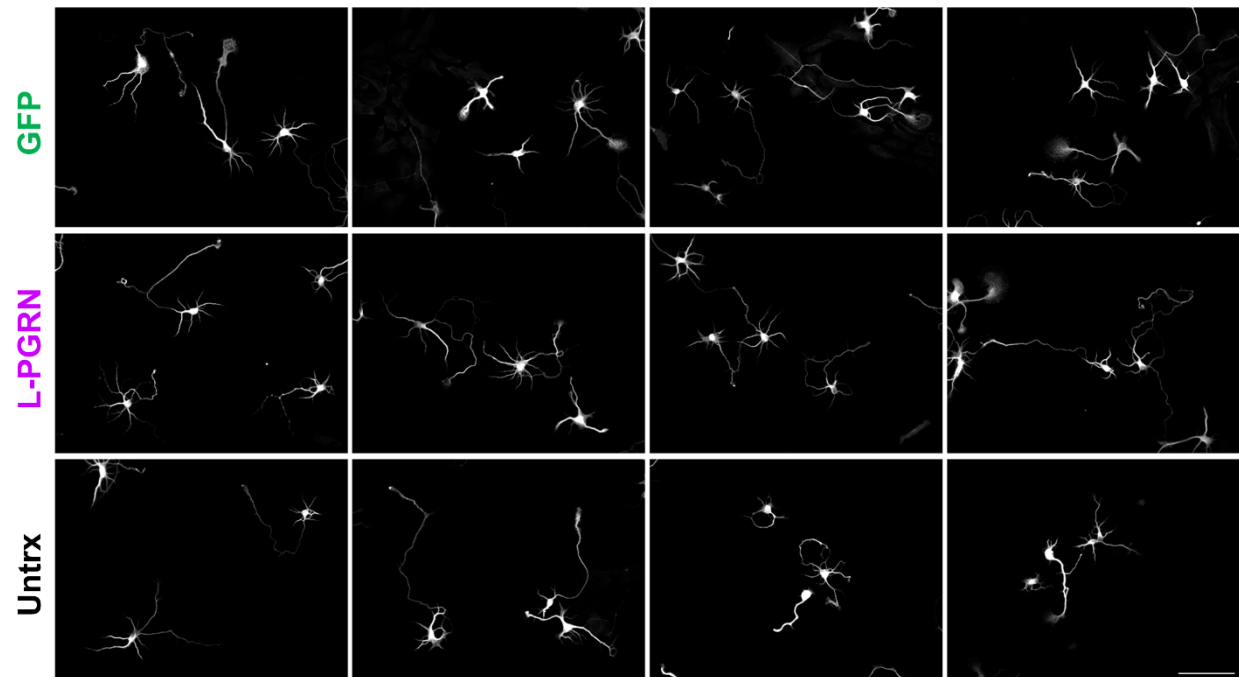

**Figure S10 – Additional representative images of neurons from the co-culture experiment in Figure 5. All images shown at the same scale. Scale bar = 100  $\mu$ m.**

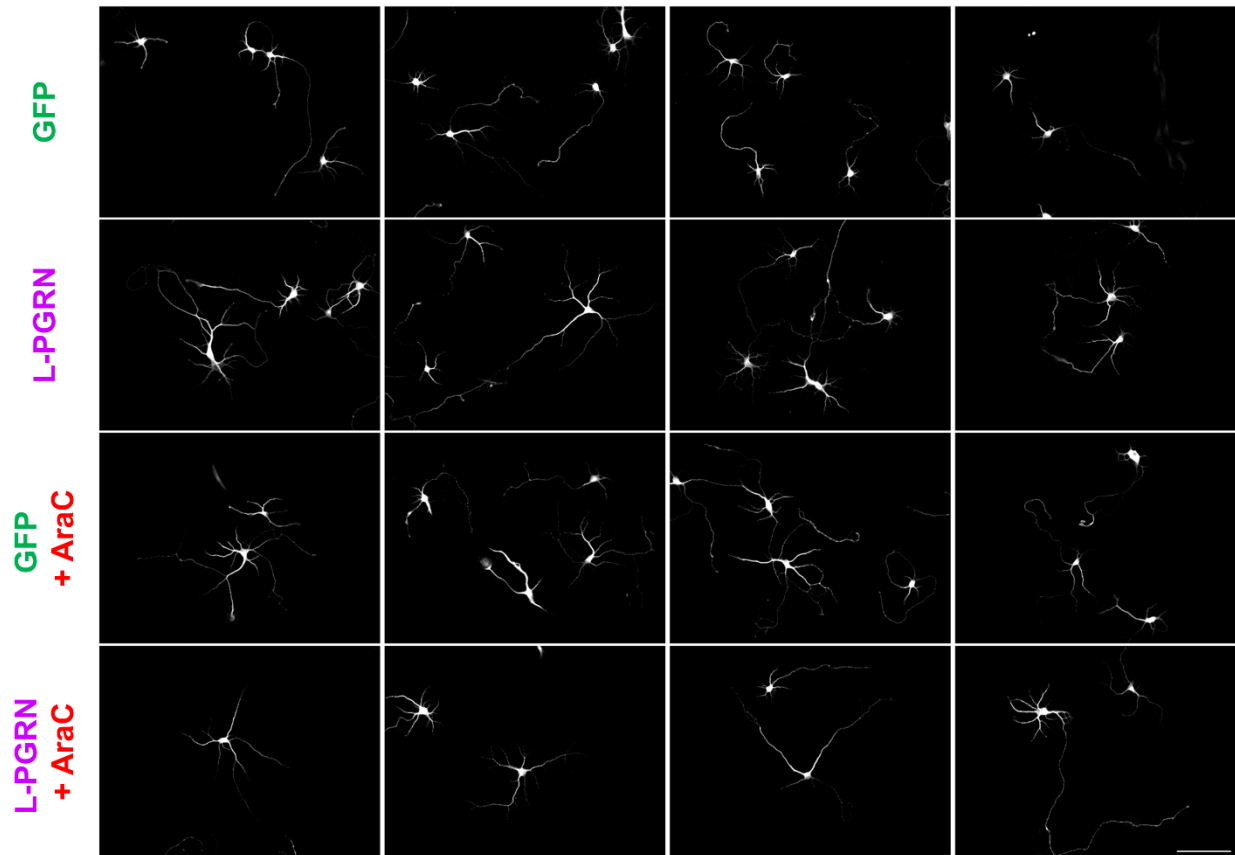

**Figure S11 – Additional representative images of neurons from the astrocyte depletion experiment in Figure 8. All images shown at the same scale. Scale bar = 100  $\mu$ m.**

How the deposited data were processed for this re-analysis (not part of the article)

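RNA from primary rat astrocytes transduced with lenti-PGK-GFP or lenti-PGK-L-PGRN was sequenced in 8 libraries, 4 for each vector, from 4 independent cultures. The treatment and culture of each library were taken from the deposited sample descriptions and from Table S1, which lists the same sample numbers. All sample columns were matched to a library.

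The authors selected poly-A RNA, trimmed the reads, removed contaminating reads with BBSplit, aligned the rest to the rn7 genome with STAR, quantified them with Salmon with sequence and GC bias correction, and imported the counts with tximport before limma-voom. The values the authors deposited are named normalized CPM. Their totals per library lie between 790720 and 1793208, so they are not plain CPM. The signal values were normalized by the authors before they were deposited, and they are called CPM here as in the paper. The factor behind this rescaling and the filter on low genes are not named in the paper's text. Among the 14659 genes, the 4th highest value of a gene was at least 0.235 CPM. Rescaling affects all genes of a library alike, and it was examined with other scalings. A best step between low values was sought in each library, and between 7.4% and 33.7% of low values lay near a whole multiple of it, where chance gives 10%. Read counts were therefore not recovered, and no interval that needs counts is given.

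Values were analyzed as log2(CPM + 1) for the 14007 genes with at least 0.5 CPM in at least 4 libraries. limma 3.58.1 in R 4.3.3 was fitted with culture as a block and an intensity trend in eBayes, and p values are 2-sided and adjusted by the Benjamini-Hochberg method. The plan had assumed plain CPM, and the same test was used for the normalized signal. The paper describes the samples as paired within culture, and each culture came from 1 dam. As a check, deviations from the treatment means were correlated between the libraries of each culture, across genes, with r of 0.71, 0.67, 0.51 and 0.44 in cultures 1 to 4. No libraries held identical values, and the closest libraries of the same treatment differed by a median of 0.127 on the log2 scale.

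Gene lists were tested with camera at a correlation of 0.01, with fry, and with fgsea 1.28.0 on genes ranked by fold change. The S and G2/M phase lists are those of Seurat 5.3.0. The others cover reactive astrocytes, NF-κB and TNF targets, interferon targets, extracellular matrix, lysosome, autophagy, astrocytes, microglia, fibroblasts, endothelial cells, neurons, OPC, oligodendrocytes and ependymal cells. Symbols were matched to the deposited table, through older symbols of the GRCr8 gene table where needed, and of several rows with the same symbol the most abundant was used. Leading-edge genes of Table S2 were matched through the same gene table. The Hallmark sets were not used here.

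Single genes are named by a rule set before the data were examined, as were the lists, the tests and the alternatives. The rule takes the 20 markers of the methods, the genes of proteins measured in the paper, 8 pathway examples, and the 5 genes with the smallest p values in each direction among those with the same sign in all 4 cultures and a log2 fold change of at least 0.5. Lamp1 was grouped with the genes of measured proteins, although the paper did not measure LAMP-1 and only fused a part of it to progranulin. Results for some genes that the rule selects, and the comparison of single markers within each library, are not reported here. Il6 was not analysed here, and Ccl20 was under the filter. With 4 cultures, an exact sign-flip permutation test cannot go below 2 of 16 sign flips.

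The fit was tested on simulated data. In 5 simulations at 30 reads for each CPM with 200 changed genes, it called 93.4% of genes changed 4-fold and 73.8% of genes changed 2-fold, with a median of 8 false calls among 14088 genes. A simulated list of 50 genes shifted by 0.37, the size and shift of the G2/M phase list, had a camera p under 0.05 in 5 of 5 simulations, and an unshifted list in 0. That size and shift were chosen after the G2/M result had been seen in a first fit, and the simulation code was corrected after it first recovered no changed genes. Simulated genes varied independently of each other, which genes in cultures need not do.

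The alternatives were pseudocounts of 0.1 and 0.5, no filter and a filter at 5 CPM, no culture block, rescaling by median ratios, quantile normalization, eBayes without a trend, array weights, each culture left out in turn, other tests of the gene lists, ranking by the moderated t statistic, and means in place of medians. GC content and gene length were not examined. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.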

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

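The tests of explanations in this part, on ribosomal RNA and on the share of astrocytes, were chosen after the results were seen.

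Among 112 groups of 4 values, 13 held a value far from the other 3, where chance gives 5.6. In the GFP library of culture 2 they included Syn1 at 46.0 CPM and Pdgfra at 92.1 CPM, markers of neurons and OPC, and Top2a at 54.6 CPM. For Pdgfra and Top2a the L-PGRN library of culture 2 was also the highest of its group, at 75.9 and 78.9 CPM. A difference between dams or dissections was not tested.

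Culture 1 held the far values of Ccl2 with 77.6 CPM in the GFP and 74.5 CPM in the L-PGRN library, of Ccl20 with 9.68 and 15.4 CPM, and of Spp1 with 38.7 CPM in the GFP library. In its L-PGRN library Lcn2 reached 409.3 CPM, C3 reached 1386 CPM and Col1a1 reached 930.3 CPM. Lcn2 and C3, both used as markers of reactive astrocytes, were higher with L-PGRN in culture 1, where the GFP values were 165.4 and 609.4 CPM. They were lower with L-PGRN in culture 2, where Lcn2 went from 63.8 to 5.93 CPM and C3 from 309.5 to 116.9 CPM. No explanation of this was tested.

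In the GFP library of culture 4, Map1lc3a was at 188.7 CPM and Rn7sl1 at 403.8 CPM, and 56.9% of all CPM fell on ribosomal RNA genes. Rn7sl1 encodes an RNA without a poly-A tail, like ribosomal RNA, so unequal carry-over through poly-A selection is a candidate explanation for its lower level with L-PGRN, a log2 fold change of -1.59. Rn7sl1 and the share of ribosomal RNA moved in the same direction in only 2 of the 4 cultures, but in cultures 1 and 2, where they did not, the ribosomal share differed by only 0.8 and 3.5 percentage points. Of 5 other tested genes for short RNAs of this kind, taken by biotype after the values were seen, 5 were lower on average with L-PGRN and 3 were lower in all 4 cultures. Their median log2 difference was -0.14, -0.82, -0.61 and -1.33 in cultures 1 to 4. Carry-over stays open as an explanation.

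Camera also called 5 lists that the paper does not discuss as changes. The OPC list was higher by 0.72 with L-PGRN (adjusted p 0.000162), and its shift was 1.26, -0.01, 1.47 and 0.18 in cultures 1 to 4. Without culture 3 it was 0.47. The microglia list was lower by -0.33 (adjusted p 3.88e-08), in all 4 cultures, with 20 of 21 genes lower. The fibroblast list was lower by -0.27 (adjusted p 0.00418) in 4 of 4 cultures, and its shift did not pass without culture 3, at -0.24, or with a filter of 5 CPM, at -0.20, while without culture 2 it was -0.16. The endothelial list was lower by -0.34 (adjusted p 0.00481) in 3 of 4 cultures, with shifts that did not pass without culture 2, at -0.25, without culture 4, at -0.18, or with array weights, at -0.19. The lysosome list was lower by -0.041 (adjusted p 0.0417) in 4 of 4 cultures, with shifts that did not pass without culture 1, at -0.026, without culture 3, at -0.0388, or with quantile normalization, at -0.026. It did not pass without a filter or without the culture block either, and GSEA did not call it (adjusted p 0.476). No list among these 5 passed with fry or with camera at an estimated correlation. Of the genes found, 9 of the microglia list and 0 of the OPC list are also leading-edge genes in the complete lists of Table S2, 4 of the fibroblast genes are also in another list, and 0 of the endothelial genes have a mean of at least 5 CPM.

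A lower share of astrocytes in the L-PGRN libraries would raise the lists of the other cell types together. Instead the OPC list rose relative to the microglia list in each of the 4 cultures, by a mean of 1.06 ± 0.55 (SD). The exact permutation test gave 2 of 16 sign flips. However, these lists were chosen after the OPC list was seen to rise and the microglia list to fall, so the test adds no independent evidence. In culture 2 the OPC shift was -0.01, and the difference there came from the microglia list. The microglia list was lower in all 4 cultures, which a lower share of astrocytes alone would not give. A change in the number of OPC or of microglia, by treatment or by chance between wells, stays open.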

How the results depend on the processing

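The number of genes with an adjusted p under 0.05 was 0 under all 13 alternatives run. The smallest adjusted p was between 0.105, without culture 2, and 1.00, without the culture block, and the number of genes with an unadjusted p under 0.05 was 657 in the fit reported.

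Without culture as a block, the pairing was ignored, and 93 genes had an unadjusted p under 0.05, 24 higher and 69 lower, and 0 an adjusted one. Of the 16 lists, 10 passed with camera without this block, and the call that was lost was that of the lysosome list. The fold changes are the same in both fits. Across the 4 fits that each left out 1 culture, the number of genes with an unadjusted p under 0.05 ranged from 435 to 786. The lowest was without culture 1, with 125 higher and 310 lower, and these fits have fewer samples.

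Camera at a correlation of 0.01 called between 8 and 12 lists under the pseudocounts, filters, scalings, weights, missing block and cultures left out, against 11 as reported. The choice of test changed this most. With the correlation estimated from the data, camera called 0 lists, and the directional test of fry called 0. The shifts themselves do not depend on the test and were 0.37 for the G2/M phase list, 0.24 for the S phase list, -0.21 for NF-κB and TNF targets, -0.15 for reactive astrocyte genes, -0.15 for extracellular matrix and -0.12 for interferon targets. The estimated correlation between genes was above the preset 0.01 for the G2/M phase list, at 0.219, and for interferon targets, at 0.329, but not for NF-κB targets, at 0.00012, or reactive astrocyte genes, at -0.014. By construction, camera with an estimated correlation also falls back on the 3 residual degrees of freedom of the fit, which widens the test for every list. The interferon shift also fell short at a filter of 5 CPM, at -0.059, without culture 3, at -0.11, and without culture 4, at -0.013. It ranged from -0.23 to -0.013 when a culture was left out, and the cause was not tested. The G2/M shift ranged from 0.31 to 0.45, the S phase shift from 0.21 to 0.30, the NF-κB shift from -0.26 to -0.17, the reactive astrocyte shift from -0.19 to -0.11 and the matrix shift from -0.28 to -0.093 over all alternatives.

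With GSEA, between 10 and 12 lists passed under its alternatives, against 11. The log2 ratio of astrocyte markers to other markers was between 5.80 and 6.87, against 6.49. The median of the leading-edge genes had the sign of Table S2 for 12 of 12 pathways under every alternative run.

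Some shifts near 0 changed sign. With array weights the astrocyte list was at -0.00866, the autophagy list at -0.00705 and the neuron list at 0.042, and rescaling by median ratios put the autophagy list at -0.000262. Across the fits that left out 1 culture, the astrocyte list ranged from -0.042 to 0.065, autophagy from -0.020 to 0.031, ependymal from -0.087 to 0.40, neuron from -0.52 to 0.090 and oligodendrocyte from -0.55 to 0.39. The enrichment scores ranged from -1.01 to 1.24 for astrocyte, from -0.81 to 0.87 for autophagy, from -1.23 to 1.83 for ependymal, from -2.03 to 1.22 for neuron and from -1.87 to 1.93 for oligodendrocyte genes, and a pseudocount of 0.1 gave autophagy -0.46. The cause of these changes was not tested.

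None of the genes named here passed an adjusted p under 0.05 in any setting, and the following changed sign. With quantile normalization the log2 fold changes were 0.087 for S100b, -0.00267 for Rbfox3, 0.040 for Lamp1, 0.082 for Gapdh, 0.0077 for Cst3 and 0.26 for Vim. Itgam was at -0.095 with a pseudocount of 0.1 and at -0.0052 with 0.5, and Syn1 was at 0.12 with array weights. Across the fits that left out 1 culture, the range was from -0.13 to 0.050 for S100b, from -0.0098 to 0.13 for Slc1a3, from -0.075 to 0.11 for Itgam, from -0.44 to 0.33 for Rbfox3, from -0.26 to 0.20 for Syn1, from -0.044 to 0.038 for Gapdh, from -0.84 to 0.67 for Lcn2, from -0.50 to 0.36 for C3 and from -0.37 to 0.13 for Fn1. The cause of these changes was not tested.

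The label swaps within cultures give 8 splits, so that their share cannot fall under 1 of 8. An adjusted p under 0.05 was reached by 0 genes in all 8 splits. As many genes with an unadjusted p under 0.05 as with the true labels were found in 4 of the 8 splits. Camera called as many lists in 1 of the 8 splits, the true one, and GSEA in 2 of the 8, with 12 lists when the labels of culture 4 were swapped. For the lists of endothelial cells, ependymal cells and oligodendrocytes fewer than 5 genes were left at a filter of 5 CPM, so no value was computed. The paper gives an approximate number of reads per sample but not the depth of each library, which leaves the precision of genes with low CPM open.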

Differences from the paper's values

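The mean CPM of each of the 20 markers in each treatment, computed from the deposited values, did not differ from the mean of the paper's values in Table S1. The legend of Fig. 6 calls the values of Table S1 raw counts, whereas the table itself heads them as CPM and they equal the deposited normalized CPM.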

Other observations

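The tests on ribosomal RNA, scaling, OPC and microglia in this part were chosen after the shifts of the lists in each culture were seen, and only the label swaps were planned before their counts were known.

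With the GFP and L-PGRN labels swapped within some cultures, camera called between 1 and 9 of 16 lists and GSEA called between 5 and 12. Swapped groupings still hold part of any treatment effect, so they are not a reference without effect. With the true labels camera called 11 lists, as many as in 1 of the 8 splits, and GSEA called 11, as many as in 2 of the 8. The share cannot fall under 1 of 8 with 4 cultures. For these lists the swaps therefore do not separate chance from treatment.

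The shifts of the lists were tested against technical explanations. The ribosomal difference was large only in culture 4, at -45.4 percentage points, against 0.8, 3.5 and -2.2 in cultures 1 to 3. If an unequal share of ribosomal RNA were the whole cause, the shifts would shrink without culture 4. Instead the shift without culture 4 was 0.45 for the G2/M list, 0.30 for the S phase list, -0.24 for NF-κB targets, -0.17 for reactive astrocyte genes and -0.28 for matrix genes, and these lists kept their sign in cultures 1 to 3. The interferon shift did shrink, from -0.12 to -0.013, and for that list the ribosomal share stays open as an explanation. This test replaced a count of signs. A scaling factor would move all genes alike, but the median of all genes differed by at most 0.022 on the log2 scale in any culture, against shifts of at least 0.12 in size for the G2/M and NF-κB lists. The shifts without culture 4 argue against the ribosomal share as the whole cause for the 5 lists other than interferon targets. They do not test unequal carry-over of other RNAs without a poly-A tail. The median of the 5 short RNAs of this kind was below 0 in all 4 cultures, so leaving out culture 4 does not remove that difference. The shifts under other scalings argue against scaling for the G2/M and NF-κB lists.

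Other explanations stay open. More oligodendrocyte precursors in the L-PGRN libraries could raise cell cycle genes, and in culture 2 the summed CPM of the OPC list changed by -81.6 while that of the G2/M list rose by 512.7. This was the case in only 1 of the 4 cultures, so OPC and astrocyte cell cycles cannot be told apart. Fewer microglia in the L-PGRN libraries could lower NF-κB targets. In culture 3 the summed CPM of these targets changed by -148.3 while that of the microglia list changed by -0.05, but the fall exceeded that of the microglia list in only 1 of the 4 cultures, so this explanation too cannot be told apart from a change in astrocytes. A treatment effect on proliferation and reactivity is a hypothesis that these libraries leave open. In other samples, the paper found no significant change in the share of astrocytes labelled with BrDU. In culture 4 the summed CPM of the G2/M list was lower with L-PGRN, by -317.3, because the sum follows its abundant genes and the mean shift gives each gene equal weight. The summed CPM also went against the mean shift for NF-κB targets in culture 4, at 0.80, and for reactive astrocyte genes in culture 2, at 93.9. In the remaining cultures the sums of these lists changed in the direction of their mean shifts.

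The paper measured several proteins in lysates or conditioned media of other samples, and their genes can be read in these libraries. Of the genes whose proteins gave signal on the cytokine array of media from astrocytes co-cultured with neurons (Fig. 7), Igfbp3 at -0.36, Igfbp2 at -0.27 and Cst3 at -0.33 were lower in 4 of 4 cultures, Ccl2 at -0.69 in 3 of 4 and Lcn2 at -0.30 in 2 of 4. Cst3 was at 0.01 under quantile normalization. The smallest p adjusted over the list alone was 0.169, for Igfbp3. Hexa had a log2 fold change of -0.13. Map1lc3a, at 125.3 CPM with GFP, had -0.25 and was lower in 3 of 4 cultures. Map1lc3b, at 35.9 CPM, had 0.18 and was higher in 3 of 4. Lamp1 had -0.04, but its protein was not measured in the paper and only supplies a part of L-PGRN. None of these genes passed an adjusted p of 0.05. Leaving out 1 culture gave from -0.22 to -0.054 for Hexa, from -0.37 to -0.079 for Map1lc3a and from 0.093 to 0.25 for Map1lc3b. Each of these was smallest in size without culture 4. Ccl2 ranged from -0.99 to -0.30 in such fits, and was smallest in size without culture 2.

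The autophagy list had a shift of 0.01, the astrocyte list of 0.02, the neuron list of -0.20, the oligodendrocyte list of 0.02 and the ependymal list of 0.10, and none of these passed with camera. The neuron list passed with GSEA, with an adjusted p of 0.00755 and an enrichment score of -1.78, although its shift was 0.79, -1.05, 0.25 and -0.77 in cultures 1 to 4. Across the alternatives of GSEA, its adjusted p was between 6.9e-05 and 0.622. The oligodendrocyte list ranged from 1.73 in culture 1 to -1.08 in culture 2. In the OPC list, Gpr17, named here after its values were seen, and Cspg4 passed an adjusted p under 0.05 adjusted over the list alone, with log2 fold changes of 1.53 and 0.76.

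Between the GFP and L-PGRN libraries of culture 4, the share of CPM on ribosomal RNA genes differed by -45.4 percentage points. In cultures 1, 2 and 3 the difference was 0.8, 3.5 and -2.2 percentage points. The paper does not report these shares.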
